# Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci

**DOI:** 10.1371/journal.pgen.1005202

**Published:** 2015-05-28

**Authors:** Olga Sazonova, Yuqi Zhao, Sylvia Nürnberg, Clint Miller, Milos Pjanic, Victor G. Castano, Juyong B. Kim, Elias L. Salfati, Anshul B. Kundaje, Gill Bejerano, Themistocles Assimes, Xia Yang, Thomas Quertermous

## Abstract

To functionally link coronary artery disease (CAD) causal genes identified by genome wide association studies (GWAS), and to investigate the cellular and molecular mechanisms of atherosclerosis, we have used chromatin immunoprecipitation sequencing (ChIP-Seq) with the CAD associated transcription factor TCF21 in human coronary artery smooth muscle cells (HCASMC). Analysis of identified TCF21 target genes for enrichment of molecular and cellular annotation terms identified processes relevant to CAD pathophysiology, including “growth factor binding,” “matrix interaction,” and “smooth muscle contraction.” We characterized the canonical binding sequence for TCF21 as CAGCTG, identified AP-1 binding sites in TCF21 peaks, and by conducting ChIP-Seq for JUN and JUND in HCASMC confirmed that there is significant overlap between TCF21 and AP-1 binding loci in this cell type. Expression quantitative trait variation mapped to target genes of TCF21 was significantly enriched among variants with low *P*-values in the GWAS analyses, suggesting a possible functional interaction between TCF21 binding and causal variants in other CAD disease loci. Separate enrichment analyses found over-representation of TCF21 target genes among CAD associated genes, and linkage disequilibrium between TCF21 peak variation and that found in GWAS loci, consistent with the hypothesis that TCF21 may affect disease risk through interaction with other disease associated loci. Interestingly, enrichment for TCF21 target genes was also found among other genome wide association phenotypes, including height and inflammatory bowel disease, suggesting a functional profile important for basic cellular processes in non-vascular tissues. Thus, data and analyses presented here suggest that study of GWAS transcription factors may be a highly useful approach to identifying disease gene interactions and thus pathways that may be relevant to complex disease etiology.

## Author Summary

While coronary artery disease (CAD) is due in part to environmental and metabolic factors, about half of the risk is genetically predetermined. Genome-wide association studies in human populations have identified approximately 150 sites in the genome that appear to be associated with CAD. The mechanisms by which mutations in these regions are responsible for predisposition to CAD remain largely unknown. To begin to explore how disease-specific gene sequences and disease gene function promotes pathology, we have mapped the loci and genes that are downstream of the transcription factor TCF21, which is strongly associated with CAD. By identifying genes that are regulated by TCF21 we have been able to link together multiple other CAD associated genes and begin to identify the critical molecular processes that mediate atherosclerosis in the blood vessel wall and contribute to the genesis of ischemic cardiovascular events.

## Introduction

Recent large-scale GWAS have identified 46 genome-wide significant CAD loci and a further 104 independent variants associated at a 5% false discovery rate (FDR), yet the biological and disease-relevant mechanisms for these associations remain largely unknown [1]. It is estimated that at least two-thirds of the disease loci contain causal genes that are not related to known cardiovascular risk factors such as diabetes and lipid metabolism, suggesting that they are involved in disease promoting processes in the blood vessel wall. Thus the great promise of these genetic findings is the elucidation of atherosclerosis disease pathways, and further investigation of mechanisms by which genes in disease loci work together to regulate cellular and molecular functions that are involved in disease risk is sorely needed. Among the significant loci, a small subset of genes encode transcription factors (TFs) which are likely to impact disease risk by regulating disease relevant genes and possibly other CAD associated genes. Further study of downstream targets of these TFs, employing well established genome-wide methods, would be expected to provide biological insights through links to established pathways and to identify informative relationships among other apparently independent causal CAD loci.

Tcf21 is a member of the basic helix-loop-helix (bHLH) TF family and is critical for the development of a number of cell types during embryogenesis of the heart, lung, kidney, and spleen [2–5]. *Tcf21* is expressed in mesodermal cells in the proepicardial organ that give rise to coronary artery smooth muscle cells (SMC) and loss of *Tcf21* results in increased expression of smooth muscle markers by cells on the heart surface consistent with premature SMC differentiation [6]. Knockout animals also exhibit a dramatic failure of cardiac fibroblast development suggesting a role for *Tcf21* in the fate decisions of a precursor cell for SMC and cardiac fibroblast lineages [2,6]. These data are consistent with the hypothesis that early expression of *Tcf21* is important for expansion of the SMC compartment of the coronary circulation, with persistent *Tcf21* expression being required for cardiac fibroblast development [2,6].

To better understand the cellular functions of TCF21 in the SMC lineage, and to gain insights into how such functions might contribute to CAD risk, we performed chromatin immunoprecipitation coupled with high throughput sequencing (ChIP-Seq), examined the downstream target loci and genes that harbor TCF21 binding sites, and employed bioinformatic and experimental approaches to investigate how the target genes work together to mediate the risk of CAD. Pathway analysis of downstream target genes revealed that TCF21 regulates cell-cell and cell-matrix interactions as well as growth factor signaling pathways. Also, we found TCF21 target regions to be over-represented among CAD associated loci, and that genes in these regions assemble into pathways that mediate fundamental processes such as cell cycle, chromatin remodeling, and growth factor signaling. Taken together, these studies elucidate disease-associated genes and pathways that lie downstream of TCF21, and show how SMC related processes may be responsible for a substantial portion of the genetic risk for CAD.

## Results

### ChIP-Seq studies identify TCF21 core target loci and genes

Our primary interest in these studies was the transcriptional network of TCF21-regulated genes contributing to the development of human CAD. Because of the known role of TCF21 in the embryonic development of coronary vascular SMC, we undertook these ChIP-Seq experiments in primary cultured human coronary artery SMC (HCASMC). Furthermore, we selected culture conditions that maintain these cells in the synthetic, undifferentiated state that most closely reflects the disease phenotype [7]. Two polyclonal antibodies raised against peptides representing different epitopes of TCF21 and previously validated by the manufacturers were employed in these studies. ChIP-Seq was performed with both antibodies (Ab1 and Ab2), with two replicates per antibody and an IgG control condition. 

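ChIP-Seq precipitates the DNA bound by a protein with an antibody and sequences it, so that bound regions appear as peaks of reads over a control. The TCF21 experiment held 5 libraries of primary HCASMC, with 2 replicates for Ab1, 2 for Ab2 and 1 IgG control, all sequenced with single-end reads. The paper calls the replicates biological in its account of peak calling, while its culture methods describe technical replicates grown from the same stock vial and harvested on successive days. The authors aligned the reads to hg19 with BWA, called peaks with MACS2 against the IgG library and joined the 2 replicates of each antibody by IDR into 1 peak list. For each peak the list gives its start, end and summit, the fold enrichment over the local background and the -log10 p of the peak caller. Peaks of single replicates were not analysed here, so no value has an error between replicates. The number of reads behind each list is not given in it, and the depth is unknown. From these lists, an overlap was counted when peaks shared at least 1 bp. Ab_Shared was rebuilt as the stretch common to each overlapping pair of Ab1 and Ab2 peaks. Overlaps were compared with 1000 sets in which every region was moved at random by 20 to 500 kb on its chromosome, in a one-sided permutation test whose smallest possible p is 0.001. Moved regions need not lie in open chromatin, so this is a weaker background than regions of open chromatin. Intervals are 95% exact Clopper-Pearson intervals that treat peaks as independent and cover counting error only. Peaks are not replicates, and each test compares lists.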

We then followed best practices for computational analysis of sequence data as put forth by the ENCODE project, including genome alignment, peak calling, and replicate consolidation using the Irreproducible Discovery Rate (IDR) method to identify high confidence peaks for each antibody [8].

ChIP-Seq using Ab1 identified 10,523 peaks while Ab2 identified 4,900 peaks that largely overlapped with those identified by Ab1. These two sets of peaks were within 50 kb of 12,226 and 7,150 genes, respectively (Table 1). 

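The Ab1 peaks had a mean length of 614 bp (SD 241, n = 10523 peaks) and a median of 552 bp. In the Ab2 list the mean was 483 bp (SD 156, n = 4900 peaks) and the median 447 bp. Fold enrichment over the local background ranged from 2.68 to 159 in the Ab1 list, with a median of 27.5, and from 4.45 to 104 in the Ab2 list, with a median of 11.0. Each list is on its own scale, because the depth of its libraries enters the fold and the p of the peak caller. The 3 Ab1 peaks with the smallest p lay on chromosome 17 from 48286424 to 48288500, on chromosome 2 from 121523288 to 121524173 and on chromosome 8 from 124604433 to 124605274. Their folds were 159, 157 and 155. The first lay in intron 2 of the long non-coding RNA gene ENSG00000249406 and the second in intron 1 of GLI2, while the third lay between genes, 51433 bp from the transcription start site of FBXO32. In the Ab2 list the 3 highest-ranked peaks lay on chromosome 19 from 43942587 to 43943519, on chromosome 22 from 36391650 to 36392372 and on chromosome 2 from 121523344 to 121524127. The first of these was 26880 bp from the transcription start site of LYPD3, the second lay in intron 1 of RBFOX2, and the last lay at the same place in GLI2 as the Ab1 peak.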

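Genes were counted in the GENCODE annotation, release 44 on hg19 coordinates, whose 64449 genes include non-coding genes and pseudogenes. A gene counted when its body lay within 50 kb of a peak. The Ab1 peaks were within this distance of 22339 genes, of which 9391 had more than 1 peak. For Ab2 the counts were 12844 genes, with 3519 that had more than 1 peak. Among the Ab1 peaks, 8674 had more than 1 gene within 50 kb and 264 had none (2.51%). Among the Ab2 peaks, 4025 had more than 1 gene and 121 had none (2.47%). The distance moved the numbers of genes most, since 8314 genes lay within 5 kb of Ab1 peaks and 4352 within 5 kb of Ab2 peaks. With the 20163 protein-coding genes alone and 50 kb, 9460 genes lay near Ab1 peaks and 5538 near Ab2 peaks.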

To better understand the disparity between the numbers of DNA regions immunoprecipitated by the two antibodies, we characterized the distribution and relationship between the two sets of peaks identified. The spatial distribution of each peak set was investigated by graphing the distance between peaks and the transcription start site of the nearest gene (S1A and S1B Fig). These distributions were nearly identical for the two peak sets. In each case, peaks were distributed primarily within 100 kb of the transcription start sites, with 90% of peaks being found within this interval. 

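Distances were measured from the centre of each peak to the nearest annotated start of a gene of any type. The share of Ab1 peaks within 100 kb was 96.3% (95% CI 95.9 to 96.6, n = 10522), and the share of Ab2 peaks was 96.2% (95.7 to 96.8, n = 4900). One Ab1 peak on an unplaced contig was left out. The median distance was 13177 bp for Ab1 and 13943 bp for Ab2. Within 1 kb lay 12.3% of Ab1 peaks and 10.1% of Ab2 peaks, and within 10 kb lay 42.6% and 40.0%. When only protein-coding genes were used, the shares within 100 kb were 71.9% for Ab1 and 71.5% for Ab2.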

The similarity between antibody peak localization was further demonstrated by relating the peak coordinates to structural gene features (S1C and S1D Fig). 

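Each peak was assigned to a feature by its centre, in the order promoter, UTR, exon, intron and intergenic, where a promoter reached from 1000 bp upstream to 100 bp downstream of the start of a gene. Introns held 5922 of 10522 Ab1 peaks (56.3%, 95% CI 55.3 to 57.2) and 2836 of 4900 Ab2 peaks (57.9%, 56.5 to 59.3). Intergenic sequence held 25.9% of Ab1 peaks (25.1 to 26.8) and 26.8% of Ab2 peaks (25.5 to 28.0). Promoters held 8.54% of Ab1 peaks (8.02 to 9.09) and 7.04% of Ab2 peaks (6.34 to 7.79). Other exon sequence held 5.21% and 4.80%, and UTRs held 4.04% and 3.53%, for Ab1 and Ab2 in turn. Introns and intergenic sequence together held 82.2% of Ab1 peaks (81.5 to 82.9) and 84.6% of Ab2 peaks (83.6 to 85.6). Most Ab2 peaks are also Ab1 peaks, so these intervals do not test a difference between the antibodies.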

The pattern of distribution for peaks associated with both antibodies revealed the majority of binding sites were located within intronic and intergenic regions, with a significant number of peaks also being found within the promoter and exonic regions and a very small number of peaks mapping to transcript untranslated sequences.

**Table 1:** TCF21 binding characteristics with different antibodies alone and when individual antibody data is merged.

Data	Peak counts	Average lengths	Target genes	Genes with >1 peak	Peaks with >1 gene
Ab1	10523	614	12226	5371	5474
Ab2	4900	483	7150	2055	2464
Ab_Shared	4852	463	7128	2042	2457

Next, we investigated the overlap in genomic regions represented by peaks associated with each antibody precipitation. 

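Of the 4900 Ab2 peaks, 4849 shared at least 1 bp with an Ab1 peak (99.0%, 95% CI 98.6 to 99.2) and 51 did not. In the moved sets a mean of 37.8 Ab2 peaks overlapped an Ab1 peak, so the observed count was 128 times larger (permutation test, one-sided, p = 0.001). In the other direction, 4831 of 10523 Ab1 peaks overlapped an Ab2 peak (45.9%) and 5692 did not. Among the overlapping pairs, 1 peak lay wholly inside the other in 3586 pairs (73.9%) and the overlap was partial in 1266. The summits of a pair lay a median of 11 bp apart, and 95.4% of pairs had summits within 50 bp. The alternative that moved the share most compared Ab2 with the 4900 highest-ranked Ab1 peaks alone, and 83.5% of Ab2 peaks overlapped one of these. The Ab1 peaks that Ab2 shared were the higher-ranked ones. The probability that a shared Ab1 peak ranked above an unshared one was 0.928 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). It was 0.917 when peaks were ranked by fold enrichment and fell to 0.67 when they were ranked by width. With Ab1 peaks in 4 equal classes of rank, 98.5% of the highest class overlapped an Ab2 peak, followed by 61.7%, 18.8% and 4.71%.

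**Figure D1:**
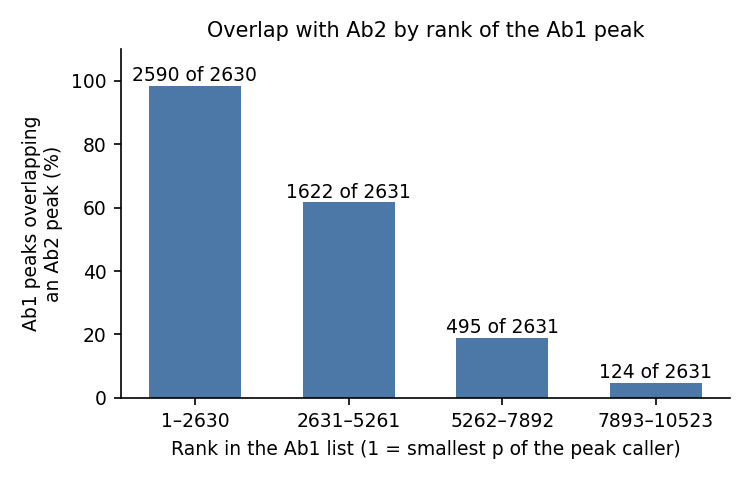
Share of Ab1 peaks that overlapped an Ab2 peak (y axis, percent) in 4 classes of rank in the Ab1 list (x axis, rank 1 has the smallest p of the peak caller). Numbers above the bars are peaks overlapping and peaks in the class, from 2590 of 2630 in the highest class to 124 of 2631 in the lowest.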

Results of this analysis also revealed a high degree of overlap between the two peak sets, with all but 72 of the 4900 peaks identified by Ab2 sharing one or more basepairs with peaks identified by Ab1 (Fig 1A). 

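Peak size was compared as width in base pairs, because the heights of separate libraries are on different scales. Whether the width of a called peak also depends on the depth of its libraries was not tested. In 4292 of 4852 overlapping pairs the Ab2 peak was narrower than the Ab1 peak (88.5%, 95% CI 87.5 to 89.3). The median width in these pairs was 448 bp for Ab2 and 615 bp for Ab1. A two-sided exact binomial test against equal shares gave a p too small for double precision to hold. Pairs in which each peak overlapped a single peak of the other list numbered 4805.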

Visualization of peaks with the IGV browser provided further evidence of extensive overlap of peaks, although Ab2 frequently showed decreased peak size compared to Ab1 (Fig 1C). 

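In the window of Fig 1C at IL6R, which encodes a receptor for interleukin 6, Ab1 had 1 peak on chromosome 1 from 154391878 to 154392514, with a fold of 39.8. The Ab2 peak there ran from 154391983 to 154392306, with a fold of 9.40. Both lay in intron 1 of the 10-exon transcript. The CAGCTG word nearest the Ab1 summit lay 8 bp from it, in the hg19 sequence GCAGGCCAGGCAGCTGGTTCACCGCT. At SH2B3 on chromosome 12, the Ab1 peak from 111883260 to 111884442 had a fold of 19.8 and the Ab2 peak from 111883851 to 111884393 a fold of 6.96, both in intron 2. The nearest CAGCTG word was at 111884213 to 111884218. At SMG6 on chromosome 17, the Ab1 peak from 2118755 to 2119611 ranked 113 in its list, with a fold of 128. The Ab2 peak there ran from 2118730 to 2119591, ranked 290 in its own list and had a fold of 33.6. Both lay in intron 10 of SMG6. In the same window Ab1 had a further peak from 2126182 to 2126776, ranked 8611, which no Ab2 peak overlapped.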

Shown here are TCF21 peak regions in three genes that have been identified as replicated CAD GWAS loci, *IL6R*, *SH2B3*, and *SMG6*. Due to this overlap, as well as the similarities in peak binding patterns described above, we intersected the two datasets to refine the number of peaks to those identified by both antibodies (Ab_shared, Fig 1B) and, unless otherwise noted, employed this data set for the analyses presented below.

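Intersecting the peaks gave 4852 regions with a mean length of 463 bp (SD 143, n = 4852 regions) and a median of 430 bp. The regions lay between 213 and 1449 bp in length and covered 2247 kb in all. Genes within 50 kb numbered 12734, of which 3468 had more than 1 region, and 3984 regions had more than 1 gene. From the overlap and the similar placement of the peaks of both antibodies, the paper takes the intersected set for its further analyses.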

**Fig 1:**
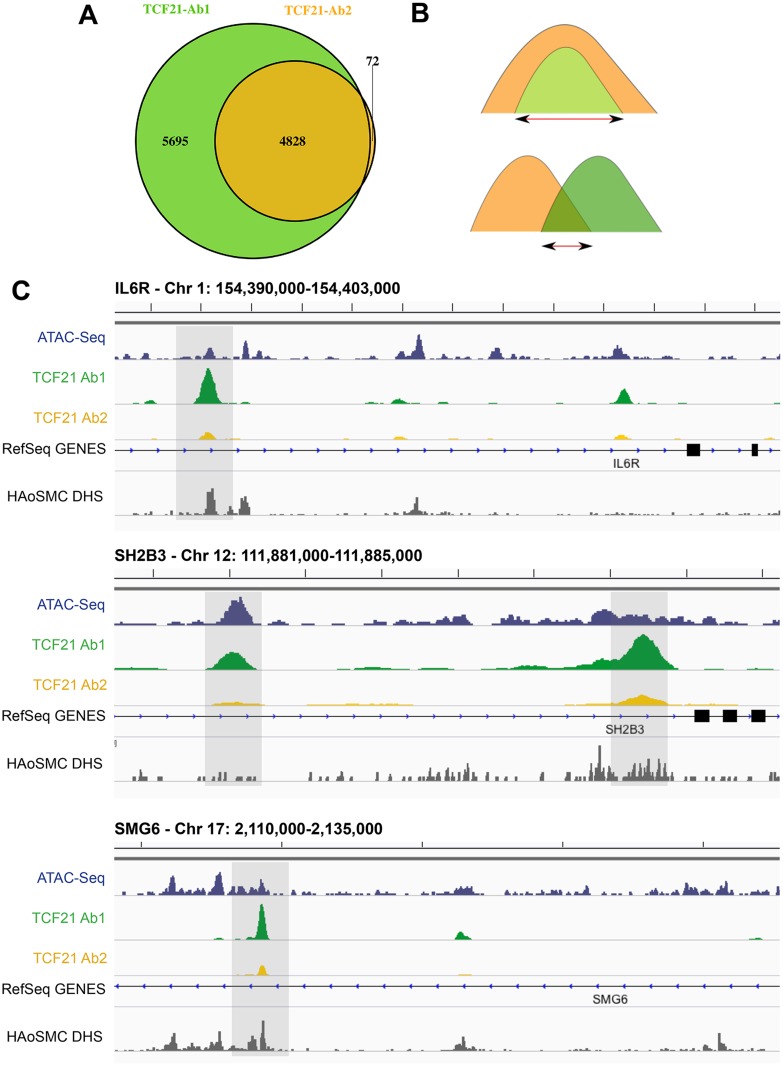
Two TCF21 antibodies show overlapping patterns of TCF21 chromosomal binding. A) Two replicate experiments with Antibody 2 (Ab2) identified 4828 binding sites. All but 72 of these peaks were also identified by similar replicate experiments with Ab1, which recognized an additional 5695 peaks. B) In addition to analyzing data for each of the two antibody ChIP-Seq datasets, we have intersected those identified with both Ab1 and Ab2 (Ab_Shared), with the smaller of the peaks being employed if there was complete overlap of one versus the other, and the region of overlap used if the two peaks shared incomplete overlap. C) High throughput next-generation sequencing reads were aligned to the genome, peaks present in both biological replicates of each of the two antibody precipitations were identified by IDR, and visualized on the UCSC browser [8]. In addition to the TCF21 ChIP-Seq data, also shown are ATAC-Seq data for HCASMC and DNse I hypersensitivity data obtained with human aortic smooth muscle cells (HAoSMC DHS) indicating that TCF21 peaks localize to regions of active chromatin conformation.

### ChIP-Seq peaks are located in regions of open chromatin and identify genes differentially regulated by TCF21

A number of approaches were employed to validate results obtained with ChIP-Seq. First, we investigated the overlap between TCF21 peaks and regions of open chromatin as defined for HCASMC by the assay of transposase accessible chromatin high-throughput sequencing (ATAC-Seq) performed in this laboratory [9] and with ENCODE data for human aortic smooth muscle cells (HAoSMC) as identified by DNase hypersensitivity assay. We found that the TCF21 ChIP-Seq peaks significantly overlap with ATAC-Seq signals (*P*<1.0e-300, fold enrichment = 1.85; S1 Table and Fig 1C). Similarly, the TCF21 ChIP-Seq peaks also significantly overlap with the HAoSMC DHS signals (*P*<1.0e-300, fold enrichment = 4.29; S1 Table and Fig 1C). Second, we performed technical replication with ChIP employing separately isolated chromatin from HCASMC derived from a different donor, with PCR primers flanking a number of TCF21 peaks. In these studies, the chosen genes showed 4- to 90-fold enrichment compared to a select non-target region (S2 Fig).

To investigate whether genes with binding peaks are directly regulated by TCF21, we took advantage of existing co-expression networks to investigate overlap between ChIP-Seq identified target genes and those genes that track with *TCF21* gene expression. We retrieved 2705 co-expression modules, each containing highly co-regulated genes, derived from 108 coexpression networks constructed from many different tissues in human and mouse populations [10–19]. We then performed enrichment analysis between the co-expression modules and genes associated with Ab_shared peaks using Fisher’s exact test. The target genes tended to form coexpression modules, and 296 such modules from 10 coexpression networks were significantly enriched with TCF21 target genes at FDR<0.01 (S2 Table). Vascular endothelial cell and vascular disease related adipose tissue coexpression networks were most strongly associated with TCF21 target genes [20]. Taken together, these data provide evidence that expression of target genes is highly coordinated by *TCF21* and that identified peaks functionally regulate target gene expression.

### Pathway analyses suggest that TCF21 regulates growth factor signaling as well as cell-cell and cell-matrix interactions

To investigate the molecular and cellular processes downstream of TCF21 and possible mechanisms of disease association, studies were conducted to look for over-representation of TCF21 target genes among well annotated regulatory pathways. Here, we analyzed the common peak set (Ab_shared) with the Genomic Regions Enrichment of Annotations Tool (GREAT) [21]. GREAT assigned genes to peaks and queried a number of functional databases with the resulting gene list (Table 2). Evaluation of gene ontology (GO) Molecular Function, GO Biological Process, PANTHER Pathway, and Pathway Commons databases identified terms related to growth factor signaling (“platelet growth factor (PDGF) receptor binding/signaling,” “vascular endothelial cell growth factor (VEGF) signaling”), cell-matrix interactions (“integrin binding,” “cell adhesion”), matrix biology (“extracellular matrix structural constituent”), actin contractile function (“actin filament-based processes,” “actin cytoskeleton”). Mouse phenotype database terms included “abnormal cardiovascular system physiology”, “abnormal blood circulation”, and “abnormal blood vessel morphology”. Importantly, MSigDB Predicted Promoter Motifs ontology identified enrichment among the TCF21 target genes for those with JUN family member binding sites in their promoter regions.

**Table 2:** GREAT pathway terms from analysis of TCF21 Ab_Shared peaks.

Ontology	Term name	Binomial raw P-Value	Binomial FDR Q-Value	Binomial fold enrichment
**GO Molecular Function**	growth factor binding	8.05008e-17	2.73783e-14	3.6097
	extracellular matrix structural constituent	6.08803e-13	1.15030e-10	3.8502
	protein complex binding	8.48872e-12	1.15481e-9	2.3507
	integrin binding	1.03188e-10	1.21014e-8	3.5782
	insulin-like growth factor binding	1.15986e-6	6.26142e-5	4.4830
	glucose binding	8.39566e-5	2.37947e-3	6.9866
	platelet-derived growth factor receptor binding	1.31103e-4	3.53875e-3	4.8780
**GO Biological Process**	response to wounding	3.74287e-34	1.49051e-31	2.2578
	extracellular matrix organization	1.59481e-22	2.85145e-20	4.1471
	cardiovascular system development	3.66444e-22	6.29493e-20	2.2085
	wound healing	2.98700e-21	4.75802e-19	2.2196
	cell adhesion	1.77278e-20	2.72480e-18	2.0695
	vasculature development	2.54347e-19	3.71389e-17	2.4246
	anatomical structure formation involved in morphogenesis	1.57856e-18	2.16090e-16	2.0946
	blood vessel development	2.05280e-18	2.72494e-16	2.4377
	positive regulation of developmental process	6.97076e-18	8.60153e-16	2.0867
	angiogenesis	1.54105e-17	1.77647e-15	2.8009
	actin filament-based process	1.91600e-13	1.42255e-11	2.3146
	actin cytoskeleton organization	3.02899e-13	2.15748e-11	2.3823
**PANTHER Pathway**	Integrin signaling pathway	2.13562e-13	2.98986e-11	2.9133
	Inflammation mediated by chemokine and cytokine signaling pathway	1.29380e-12	9.05663e-11	2.7160
	Interleukin signaling pathway	1.37411e-6	6.41251e-5	2.6025
	Angiogenesis	4.82037e-6	1.68713e-4	2.1136
	Apoptosis signaling pathway	1.28650e-5	3.60219e-4	2.3664
	PDGF signaling pathway	4.44411e-5	1.03696e-3	2.0784
	Ornithine degradation	1.57191e-4	3.14383e-3	10.1958
	VEGF signaling pathway	1.59011e-4	2.78269e-3	2.5901
	Toll receptor signaling pathway	1.13903e-3	1.13903e-2	2.5522
	Hypoxia response via HIF activation	1.62200e-3	1.41925e-2	2.9590
**Pathway Commons**	Integrin family cell surface interactions	8.32211e-48	1.33736e-44	2.2317
	Beta1 integrin cell surface interactions	1.86295e-45	1.49688e-42	2.2082
	VEGF and VEGFR signaling network	9.33799e-39	5.00205e-36	2.1238
	IL3-mediated signaling events	1.72270e-38	6.92093e-36	2.1252
	Alpha9 beta1 integrin signaling events	5.48438e-38	1.76268e-35	2.1100
	Nectin adhesion pathway	9.14983e-38	2.45063e-35	2.1124
	Signaling events mediated by VEGFR1 and VEGFR2	1.10136e-37	2.52840e-35	2.1104
	Endothelins	1.37351e-37	2.75904e-35	2.1027
	PAR1-mediated thrombin signaling events	1.69822e-37	3.03227e-35	2.1057
	Thrombin/protease-activated receptor (PAR) pathway	1.90755e-37	3.06543e-35	2.1044
	Plasma membrane estrogen receptor signaling	1.91002e-37	2.79037e-35	2.1044
	Sphingosine 1-phosphate (S1P) pathway	2.25746e-37	3.02312e-35	2.0999
	EGFR-dependent Endothelin signaling events	3.70783e-37	4.58345e-35	2.1051
	PDGF receptor signaling network	4.30056e-37	4.93643e-35	2.1008
	IFN-gamma pathway	4.33516e-37	4.64440e-35	2.1007
	TRAIL signaling pathway	6.27451e-37	6.30196e-35	2.0837

### TCF21 peaks contain the CAGCTG E-box motif as well as an activator protein-1 (AP-1)-like motif that mediates JUN factor binding

The availability of sequence information across a large number of TF binding sites allowed identification of the canonical binding sequence for TCF21. We employed the HOMER and MEME-ChIP algorithms for this task, investigating de novo TF motif enrichment within TCF21 peaks shared between Ab1 and Ab2 [22,23]. This analysis identified the nucleotide sequence CAGCTG in 67.2% of peaks (*P* = 1e-1010) (Fig 2A). This sequence matched the CANNTG sequence that is the common E-box binding motif used by bHLH factors, and is identical to the E-box motif that is known to mediate binding of bHLH partners of TCF21, including TCF12 [24]. 

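The exact word CAGCTG, which reads the same on both strands, was searched for in the hg19 sequence of the Ab_Shared regions. It stood in 3823 of 4852 regions (78.8%, 95% CI 77.6 to 79.9). In sequence of the same length 2 kb upstream of each region it stood in 19.0% (17.9 to 20.1). A region had the word where its upstream sequence lacked it in 3064 pairs, and the reverse held in 163 (exact McNemar test, two-sided, with a p too small for double precision to hold). Regions differ in length, and within 100 bp either side of the Ab1 summit the shares were 73.7% and 9.03%, the alternative that moved the share most. An exact word is another measure than a match to a position matrix, so its share can lie above or below that of the matrix. Around the Ab1 summit, 3210 of the 4235 words within 60 bp lay within 20 bp (75.8%), where a flat distribution gives 33.3%.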

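The exact word CATCTG or its reverse complement stood in 2312 of the 4852 regions (47.7%, 95% CI 46.2 to 49.1) and in 29.0% of the upstream sequences (27.7 to 30.3; exact McNemar test, two-sided, p = 1.52e-80). Of the regions, 1636 held both CAGCTG and CATCTG and 676 held CATCTG without CAGCTG (13.9%). At least 1 of the words stood in 4499 regions (92.7%). CATCTG also gathered at the summits, where 894 of 1522 words within 60 bp lay within 20 bp (58.7%, 56.2 to 61.2; exact binomial test against a flat distribution, two-sided, p = 3.52e-91).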

An additional E-box motif (CATCTG) was found in 66.7% of peaks (*P* = 1e-627), and identified as identical to the motif recognized by bHLH factor Olig2, likely representing a second motif that is recognized by TCF21. Interestingly, an additional enriched TF binding motif was also identified in approximately 30% of peaks, corresponding to the bZIP motif TGA(G/C)TCA (*P* = 1e-336) that is known to bind the AP-1 family of TFs. 

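The word TGA(G/C)TCA stood in 1415 of 4852 Ab_Shared regions (29.2%, 95% CI 27.9 to 30.5) and in 7.38% of the sequences 2 kb upstream (6.66 to 8.15; exact McNemar test, two-sided, p = 1.71e-168). In windows of equal length, 100 bp either side of the Ab1 summit, the shares were 20.9% and 3.40%. CAGCTG stood in 1083 of the regions with this word.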

Other motifs of interest included those that mediate binding of TEAD and CEBP transcription factor families. Graphing the distribution of these motifs in comparison to the summits of TCF21 peaks suggested that AP-1 and possibly ATF1 factors bind in a bimodal pattern flanking TCF21, suggesting a possible steric binding relationship between TCF21 and these bZip factors (Fig 2B). These motifs likely mediate binding of TFs that cooperate with TCF21 to direct transcriptional programs associated with target genes, as has been characterized for other TFs [25].

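Positions of the exact words were counted from the Ab1 summit of each Ab_Shared region. Within 60 bp of the summits lay 760 TGA(G/C)TCA words, of which 204 lay within 20 bp (26.8%, 95% CI 23.7 to 30.1). A flat distribution gives 33.3% (exact binomial test, two-sided, p = 0.000136). Per kb of sequence there were 1.05 words within 20 bp of the summit, 1.43 from 20 to 60 bp and 0.177 from 800 to 1000 bp. Words in the same region are not independent, which the test does not take into account. In the regions that overlapped no JUN or JUND peak the share within 20 bp was 24.4% (20.6 to 28.4, p = 1.84e-05 in the same exact test). In those that overlapped one it was 31.2% (25.8 to 37.1, exact p = 0.48). The difference between these shares was not tested. Positions of ATF1 motifs were not analysed here.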

**Fig 2:**
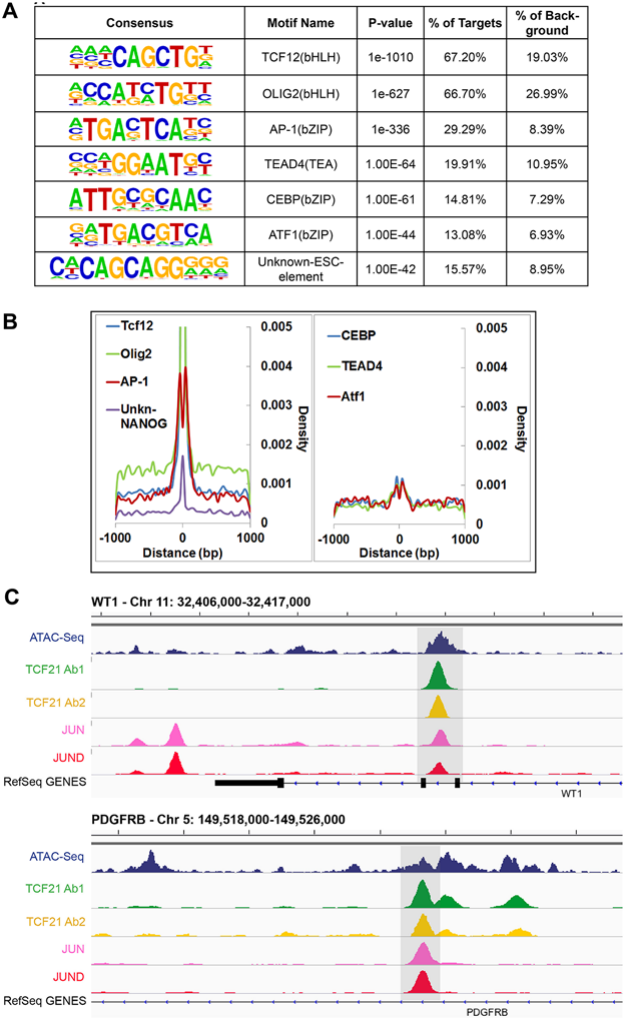
Analysis of peak sequences identifies TCF21 binding motifs as well as motifs for JUN related and other transcription factors that likely cooperate with TCF21. A) HOMER analysis of known TF motif enrichment within TCF21 peaks in the Ab_Shared data revealed several distinct motif families. The bHLH motif CAGCTG is identical to that attributed to TCF12, a known heterodimer partner of TCF21 [26], and a second highly enriched bHLH motif CATCTG is attributed to nervous system TF OLIG2, suggesting that TCF21 can bind either of these two motifs. The bZIP motif TGA(G/C)TCA most closely resembles the binding sequence for TFs within the AP-1/ATF super family. Other motifs found to be enriched in the TCF21 peaks include those mediating binding of TEAD, CEBP, and ATF transcription factor family members, and an unknown element identified by ChIP-Seq with NANOG in human embryonic stem cells (ESC). B) Distribution (density) plots for top 7 motifs from panel A: TCF12, OLIG2, AP-1, unknown-NANOG (left), and CEBP, TEAD4, ATF1 (right). C) TCF21 binds in close proximity to JUN and JUND in a number of loci, including developmentally important *WT1* and *PDGFRB* loci.

### Follow-up ChIP-Seq studies verify over-representation of JUN family member binding at TCF21 target genes

We have previously shown that JUN and other AP-1-related transcription factors transactivate *TCF21*, and disruption of this pathway by disease-associated allelic variation in the related binding site may account in part for the CAD susceptibility observed at this locus [27]. To explore whether JUN factors may also bind in association with TCF21 to co-regulate target genes in arterial smooth muscle cells, we performed ChIP-Seq in HCASMC for JUN and JUND. 

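The JUN and JUND experiment held 1 library for JUN, 1 for JUND and 1 IgG control of its own, sequenced with paired-end reads. JUN and JUND are subunits of AP-1, a family of bZIP transcription factors. The sample labels name another lot of HCASMC than for the TCF21 libraries, while the description of the series speaks of the same cells. The sequencing instrument was another one, so a difference between the factors cannot be told apart from a difference between the experiments. The authors called peaks with MACS2 and kept the 10000 peaks with the smallest q-value for each factor. There was no replicate, and the depth is unknown. In the JUN list the mean peak length was 503 bp (SD 165, n = 10000 peaks) and the median fold enrichment was 34.2. The mean length of JUND peaks was 384 bp (SD 118, n = 10000 peaks), with a median fold of 22.5. The lists stop at high -log10 q, of 149 for JUN and 73.0 for JUND, so weaker binding of either factor is outside them. The 3 highest-ranked JUN peaks lay on chromosome 9 from 125164576 to 125165219, on chromosome 11 from 9587415 to 9588080 and on chromosome 8 from 105677378 to 105677916. The highest-ranked JUND peak lay on chromosome 6 from 141647501 to 141648043, followed by the first pair of these JUN sites, at 125164616 to 125165106 and at 9587458 to 9587986. Overlaps with TCF21 were tested with the moved sets described for the antibodies.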

Samples were processed, sequences aligned to the genome, and peaks called with the same algorithms as for the TCF21 experiments. We quantified the overlap of TCF21 and JUN/JUND binding regions against a background of all regions of open chromatin, with the analyses employing both ATAC-Seq study of HCASMC and DHS study of HAoSMC to define this background. 

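Of the 4852 Ab_Shared regions, 443 shared at least 1 bp with a JUN peak (9.13%, 95% CI 8.33 to 9.98). The moved sets gave a mean of 24.3 regions (SD 4.90, n = 1000 sets), a fold of 18.2 (permutation test, one-sided, p = 0.001). A JUND peak overlapped 448 regions (9.23%, 8.43 to 10.1), against a mean of 21.0 in the moved sets (SD 4.49), a fold of 21.4 with the same p. Both JUN and JUND peaks overlapped 365 regions (7.52%, 6.80 to 8.30), at a fold of 21.9. Either factor overlapped 526 regions (10.8%), and 4326 regions overlapped neither (89.2%). These folds are against moved regions and are another measure than a fold against open chromatin, which was not used here as a background. Over the alternatives the JUN share ran from 5.41% with the higher-ranked 50% of each list to 9.13%, and the JUN fold from 11.5 with regions moved by 5 to 20 kb to 58.8 with summits within 100 bp of each other.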

For the analysis with ATAC-Seq regions we found significant overlap of TCF21 with JUN and JUND binding sites (*P*<4.12e-215, fold enrichment = 2.84), and employing the same methods with HAoSMC DHS regions as background, TCF21 overlap with JUN and JUND peaks remained significant (*P*<1.79e-183, fold enrichment = 2.21).

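At WT1, a developmental transcription factor gene on chromosome 11, the Ab1 peak ran from 32413456 to 32414451 with a fold of 110.1 and ranked 53 in its list. The Ab2 peak ran from 32413608 to 32414089 with a fold of 60.1 and ranked 14. Both lay in intron 8 of the 10-exon WT1 transcript, and a CAGCTG word lay 1 bp from the Ab1 summit, in the hg19 sequence AGCTTCTCACCAGCTGGAAGATCTCA. The lists of 10000 peaks held no JUN and no JUND peak in the window that Fig 2C shows at WT1. The nearest JUN peak lay 103587 bp from the Ab_Shared region and the nearest JUND peak 254402 bp. At PDGFRB, which encodes a PDGF receptor, on chromosome 5, the Ab1 peak from 149522386 to 149523362 had a fold of 39.2 and the Ab2 peak from 149522495 to 149523303 a fold of 9.86, both in intron 1. The CAGCTG word in the Ab_Shared region there lay 332 bp from the Ab1 summit. A further Ab1 peak, from 149523698 to 149524407 and ranked 6570, overlapped no Ab2 peak. A JUND peak from 149522476 to 149522829, with a fold of 19.9 and a rank of 3643, overlapped the first Ab1 peak and the Ab2 peak, and its summit lay 8 bp from the Ab1 summit. No JUN peak lay in this window, and the nearest was 92267 bp away. The Ab_Shared region at PDGFRB held a TGA(G/C)TCA word at 149523046 to 149523052, outside the JUND peak. In the windows of Fig 1C, a JUND peak from 2126146 to 2126469 overlapped the further Ab1 peak at SMG6. At IL6R, a JUN peak from 154392630 to 154393036 and a JUND peak from 154392687 to 154392996 lay outside the Ab1 peak. The SH2B3 window held no JUN or JUND peak, and the SMG6 window no JUN peak.

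**Figure D2:**
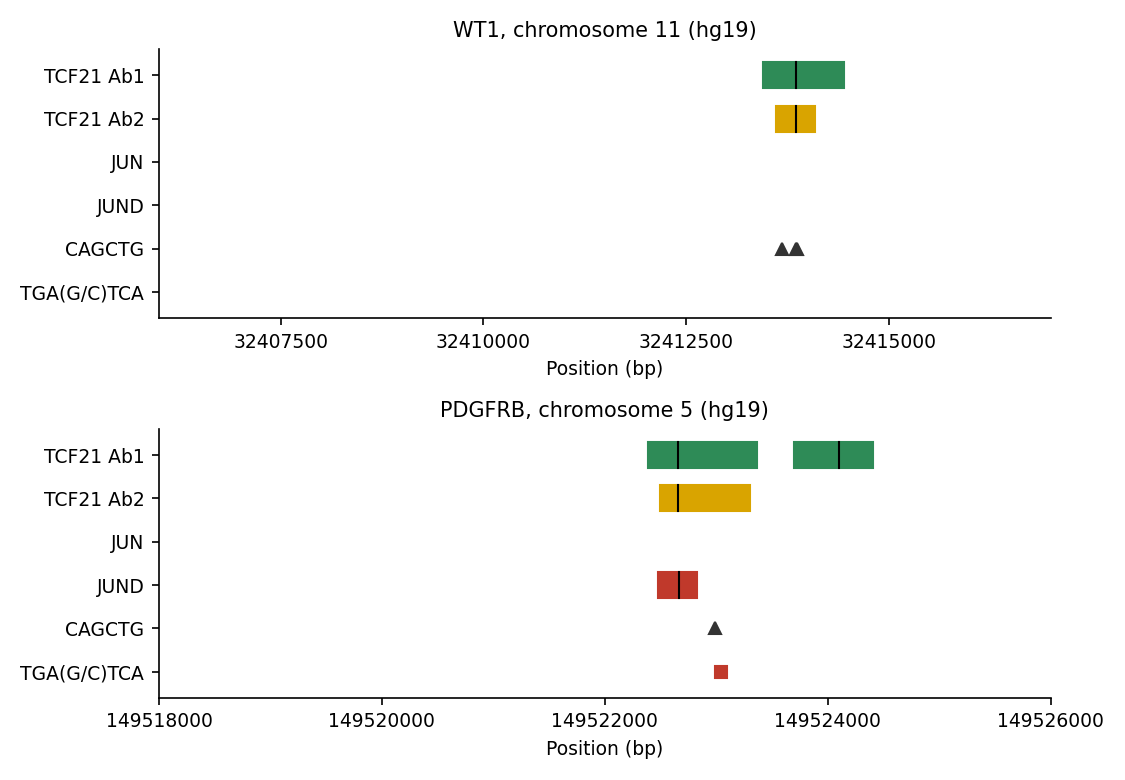
Peaks in the lists at WT1 and PDGFRB along hg19 (x axis, bp), with a lane for each list and a lane for each word. Boxes are peaks, black lines their summits, and markers the words inside the Ab_Shared regions. The WT1 lanes for JUN and JUND are empty, and at PDGFRB the JUND peak lies over the Ab1 peak that starts at 149522386.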

Example genomic regions with overlap of TCF21, JUN and JUND binding are shown for the developmental *WT1* gene and the developmental growth factor *PDGFRB* gene (Fig 2C). This and other labs have shown that WT1 regulates *TCF21* [27,28], but TCF21 binding in the *WT1* locus as demonstrated here is novel and provides support for a bidirectional regulatory interaction between these important developmental factors. Collectively, these analyses reveal common genome-wide binding patterns between TCF21, JUN and JUND, providing strong evidence for the coordinated binding of TCF21 and JUN family members in HCASMC. 

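For scale, the lists of the AP-1 factors themselves shared most of their peaks. Of the 10000 JUN peaks, 7848 overlapped a JUND peak (78.5%, 95% CI 77.7 to 79.3), against a mean of 42.1 in the moved sets (permutation test, one-sided, p = 0.001). TGA(G/C)TCA stood in 89.9% of JUN peaks and 84.7% of JUND peaks, with 7.84% and 6.11% in sequence 2 kb upstream. It stood in 424 of the 526 Ab_Shared regions that overlapped a JUN or JUND peak (80.6%) and in 991 of the 4326 that overlapped neither (22.9%), an odds ratio of 14.0 (Fisher's exact test, two-sided, p = 1.78e-150). Ab1 peaks shared with Ab2 were compared with those that Ab2 lacked, since both classes come from the Ab1 list. Whether the peaks that Ab2 lacked are all TCF21 sites is not settled. A JUN peak overlapped 455 of 4831 shared Ab1 peaks (9.42%) and 438 of 5692 others (7.70%), an odds ratio of 1.25 (Fisher's exact test, two-sided, p = 0.00177). The odds ratio for JUND was 1.20 (Fisher's exact test, p = 0.00805). Within 4 classes of Ab1 rank the direction reversed and neither odds ratio was distinguishable from 1, at 0.963 for JUN (Mantel-Haenszel test, two-sided, p = 0.734, n = 10523 peaks) and 0.89 for JUND (p = 0.293, n = 10523 peaks). Among JUND peaks, an Ab_Shared region overlapped 364 of the 7862 with a JUN peak (4.63%) and 84 of the 2138 without (3.93%), an odds ratio of 1.19 that was not distinguishable from 1 (Fisher's exact test, two-sided, p = 0.175). With JUN peaks split by JUND instead, the shares were 4.78% and 3.02% and the odds ratio was 1.61 (Fisher's exact test, two-sided, p = 0.000288), and within 4 classes of JUND rank the first comparison gave 0.889 (95% CI 0.68 to 1.16). The paper takes the shared binding patterns of TCF21, JUN and JUND across the genome as strong evidence that TCF21 and JUN family members bind in a coordinated way in HCASMC.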

Taken together with previously published data showing that JUN factors are upstream regulators of *TCF21* transcription, these results suggest a compelling functional link between these TF pathways.

### Functional SNPs mapped to genes targeted by TCF21 are significantly enriched among CAD GWAS SNPs

To look for more functional relationships between TCF21 target gene SNPs and those associated with other CAD genes, further analyses were conducted employing regulatory SNPs (eQTLS) which have been identified through studies in a variety of tissues investigating the genetic basis of gene expression [11,16,29–31]. We retrieved eQTLs from liver, brain, blood, human aortic endothelial cells (HAEC), adipose tissues and collected all the eQTLs/functional SNPs mapped to specific target genes [11–16,29,31–33]. eQTLs/functional SNPs mapped to genes targeted by TCF21 were significantly enriched among SNPs with low CARDIoGRAM GWAS *P*-values (P<0.01) (fold enrichment 1.78 to 2.42, *P* = 1.24e-12 to 3.69e-95 in all eSNP sets tested; Table 3). Additionally, we obtained all the functional SNPs from RegulomeDB (http://www.regulomedb.org/, based on ENCODE) and evaluated them in the context of their functional annotation. Functional SNPs for TCF21 target genes as defined by the RegulomeDB Category I (i.e., SNPs with highest level of evidence that they have functional influence on genes) showed the highest fold enrichment for SNPs with CAD GWAS *P*-values < 0.01 (Category I fold enrichment 2.06; *P* = 1.04e-155). Category II SNPs (SNPs with less functional evidence than Category I) also showed highly significant enrichment for low P-values (fold enrichment 1.42; P = 2.60e-40) (Table 3). All analyses were controlled for LD, with SNPs possessing r^2^>0.3 removed.

**Table 3:** Enrichment of functional SNPs (based on eQTL mapping and ENCODE) with low P-value associations in CARDIoGRAM GWAS for SNPs of TCF21 target genes.

eQTL tissues, ENCODE categories+	No. independent functional SNPs tested in CARDIoGRAM CAD GWAS+	No. functional SNPs reaching P<0.01 in CARDIoGRAM CAD GWAS	No. functional SNPs in TCF21 peak genes	No. functional SNPs of TCF21 peak genes reaching P<0.01 in CARDIoGRAM CAD GWAS	Fold Enrichment of functional SNPs with low CAD association P-value	Enrichment P-value by Fisher's exact test	Enrichment P-value by KS test
eQTL tissues							
Adipose	81223	1488	12362	548	2.42	3.69e-95*	2.19e-27*
Liver	81223	1488	8504	324	2.08	4.17e-38*	5.95e-58*
Blood	81223	1488	11576	381	1.80	1.07e-31*	1.20e-63*
Brain	81223	1488	3924	171	2.38	7.27e-26*	5.99e-24*
HAEC	81223	1488	4889	159	1.78	1.24e-12*	3.30e-83*
ENCODE categories							
1	256788	4907	34338	1354	2.06	1.04e-155*	9.40e-208*
2	256788	4907	46217	1252	1.42	2.60e-40*	<e-300*
3	256788	4907	30429	619	1.06	0.046	<e-300*
4	256788	4907	95580	2413	1.32	8.14e-67*	<e-300*
5	256788	4907	25	0	0	0.38	0.12
6	256788	4907	24	0	0	0.37	5.91e-12*

^+^Filtered using LD cutoff r^2^ >0.3; only SNPs with r^2^ <0.3 are kept.

*Statistically significant passing Bonferroni-corrected P<0.05.

### TCF21 target genes show significant over-representation among GWAS genes associated with CAD

We noted previously that a number of the CAD loci that have reached genome wide significance contain TCF21 peaks (Fig 1C), and reasoned that since TCF21 is a transcription factor one mechanism for its disease association might be through regulation of these other CAD loci. We were thus interested to perform an enrichment analysis with GWAS data to test the hypothesis that TCF21 affects CAD by modulating a larger than expected number of CAD-related genes. Significant enrichment of TCF21 targets among CAD loci would support this hypothesis. To investigate this possibility, we took two complementary approaches to look for over-representation of TCF21 binding regions among CAD GWAS loci. The first approach was based on gene-level overlap by assessing enrichment of TCF21 target genes among candidate genes in the CHD GWAS loci. The second approach was based on SNP-level linkage information by evaluating whether the average linkage disequilibrium (LD) between TCF21 peak SNPs and CAD GWAS loci SNPs is greater than expected by chance. To test the specificity of TCF21 target regions to CAD, we also included additional phenotypes for comparison. The traits/phenotypes that we investigated with both analyses included: *i)* coronary artery disease phenotypes, *ii)* risk factors that are known to be associated with CAD, *iii)* non-atherosclerotic vascular diseases that are not specifically associated with CAD, *iv)* primarily inflammatory disease phenotypes that are known to involve molecular pathways that are also linked to CAD, *v)* disease phenotypes related to tissues where TCF21 is known to not be expressed and which were predicted negative controls. Also, we focused analyses on traits with the largest number of associated variants, with the goal of strengthening the statistical analysis, and primarily employed traits/phenotypes with at least 20 associated variants. Phenotypes or traits that passed *P*<0.05 from both methods were deemed significant, yielding a combined cutoff of *P*<0.0025. Considering ~20 disease sets were tested, this combined statistical cutoff is equivalent to a Bonferroni-corrected *P*<0.05.

In the first analysis, we investigated over-representation of TCF21 binding region genes among CAD locus genes. As a preliminary analysis, to test for possible confounding, we tested whether TCF21 binding is by chance more likely to be near genes mapped for various GWAS phenotypes by running an enrichment analysis between genes linked to TCF21 binding sites and all GWAS genes from the GWAS Catalog [34]. As shown in S3 Table, although there is statistically significant over-representation of Ab2 and Ab_Shared binding site genes among CAD GWAS genes, the fold enrichments are all close to 1, indicating very minor enrichment of overall GWAS signals among the TCF21 targets. 

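S4 Table lists 91 genes with 149 pairs of a gene and a TCF21 region. The gene's name was found in GENCODE for 84 of the genes, which hold 138 of the pairs. In 132 of these pairs the region lay within 50 kb of the gene body, and in 74 it lay inside the gene. The other 6 pairs belong to PDGFRA, whose body lay from 146739 to 540674 bp away from those regions. They lie in intron 12 of ENSG00000282278, a gene model that runs through PDGFRA.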

We thus assigned genes to TCF21 peaks employing a distance metric of 50 kb (S4 Table), compiled a list of candidate genes for each phenotype/trait, and tested for enrichment of TCF21 target genes among disease/trait candidate genes. Enrichment analyses for chosen phenotypes/traits were conducted using all GWAS genes as background to correct for the slight over-representation of GWAS genes among those that are TCF21 targets. In addition, to correct for any potential bias in the large numbers of GWAS genes for certain traits such as height and CAD, we implemented a permutation strategy by generating 1000 random GWAS gene sets of matching size for each trait to derive permutation-based enrichment *P*-values. The methodology for this permutation-based analysis is provided in the Methods section.

Employing genes in the GWAS catalog associated with CAD phenotypes, enrichment was found for TCF21 target genes among CAD genes compared to a background of all GWAS genes (CAD, 1.34-fold enrichment, permutation *P* = 0.014) and these results did not change substantially with exclusion of lipid trait genes (CAD no lipid, 1.34-fold enrichment, permutation *P* = 0.03) (Table 4). When CARDIoGRAM+C4D data was included in the analysis (CAD extended) the fold enrichment increased to 1.51 (permutation *P*<1.0e-03) and again this did not change substantially with removal of lipid trait variation (CAD extended no lipid, 1.53-fold enrichment, permutation *P*<1.0e-03). We also found that the candidate sets of GWAS genes associated with the CAD related trait platelet number and a disease phenotype related to a dysfunctional immune system, inflammatory bowel disease (IBD), also showed a high degree of enrichment for TCF21 target genes among the GWAS gene sets. At Bonferroni corrected *P*<0.05 (raw *P*<0.0022) in this test, height, CAD extended, CAD extended no lipid, IBD, and platelet phenotypes reached statistical significance. Importantly, we found little evidence of enrichment of TCF21 target genes among GWAS candidate genes for risk factors blood pressure, lipids, and glucometabolic related traits.

**Table 4:** Enrichment of TCF21 target genes from Ab_Shared among GWAS candidate trait genes using all GWAS genes as background and a permutation strategy to correct for the differences in the numbers of GWAS genes between traits.

GWAS traits	TCF21 target genes (Ab_Shared)	No. overlapping genes	No. trait GWAS genes	No. total GWAS genes	Fold enrich-ment	Average fold enrichment in permuted sets	Enrichment P-value (Fisher's)	Permutation-based enrichment P-value (1000 permutations)
Height	2094	118	414	8277	1.41	1	4.72e-07	<1.0e-03
*CAD extended	2094	90	239	8371*	1.51	1.01	4.05e-06	<1.0e-03
*CAD extended no lipid	2094	78	204	8357*	1.53	1	8.97e-05	<1.0e-03
Inflammatory bowel disease	2094	85	232	8277	1.45	1	3.82e-05	<1.0e-03
Platelet	2094	32	75	8277	1.69	1.01	3.08e-04	0.001
Aneurysm	2094	16	35	8277	1.81	1.01	2.46e-03	0.007
Systemic lupus erythematosis	2094	25	64	8277	1.54	1.01	4.97e-03	0.012
CAD	2094	49	145	8277	1.34	1	8.09e-03	0.014
Migraine	2094	11	23	8277	1.89	0.99	5.10e-03	0.02
CAD no lipid	2094	42	124	8277	1.34	1	1.20e-02	0.03
Breast cancer	2094	38	131	8277	1.15	1	1.39e-01	0.117
Schizophrenia	2094	50	193	8277	1.02	1	3.85e-01	0.301
B function glucose	2094	14	57	8277	0.97	1.01	4.80e-01	0.369
Blood pressure	2094	36	138	8277	1.03	0.99	3.72e-01	0.38
Insulin resistance	2094	16	62	8277	1.02	1.01	3.97e-01	0.417
Celiac disease	2094	27	107	8277	1	0.99	4.55e-01	0.446
Triglyceride levels	2094	27	107	8277	1	1.01	4.55e-01	0.455
Ulcerative colitis	2094	34	137	8277	0.98	0.99	5.06e-01	0.5
Kawasaki disease	2094	4	20	8277	0.79	0.99	5.97e-01	0.605
Parkinson's	2094	17	71	8277	0.95	1	5.42e-01	0.645
Macular degen	2094	14	66	8277	0.84	0.99	7.29e-01	0.717
Cholesterol total	2094	22	100	8277	0.87	1.01	7.38e-01	0.756
LDL cholesterol	2094	18	102	8277	0.7	1.01	9.57e-01	0.949

*GWAS catalog genes were supplemented with additional CAD genes identified from CARDIoGRAM+C4D, these genes are not currently included in the GWAS catalog.

In a second type of analysis conducted at the SNP level, we investigated whether common variants in regions targeted by TCF21 binding tend to demonstrate higher LD with SNPs associated with CAD by GWAS. Such a link would provide additional evidence for the involvement of TCF21 in the genetic pathways that contribute to CAD risk and serve as a complementary approach to the gene-based analysis described above. After pruning SNPs associated with both the CAD loci and TCF21 peaks for LD, we investigated whether SNPs in the TCF21 binding sites were in higher than expected LD with CAD-associated genetic variants compared to random SNPs. A similar analysis was done for other GWAS phenotypes to test the specificity to CAD. For each trait-associated SNP set, permutation analysis was utilized to generate distributions of average r2 using 10,000 random sets of TCF21-GWAS SNP pairs, and statistical significance was assigned to those categories where fewer than 5% of permutations produced an average r^2^ greater than or equal to the true data. Results from this analysis showed that SNPs in TCF21 peaks have significantly greater LD than expected by chance with SNPs for CAD related phenotypes: CAD (permutation *P* = 0.0209) and for CAD Extended (permutation *P* = 0.0086) that analyzed GWAS SNPs plus those from CARDIoGRAM+C4D (Table 5 and Fig 3). With these analyses, the CAD categories without lipid variants were marginally more significant than CAD categories including lipid loci. Interestingly, the greatest enrichment was found for non-CAD phenotypes, including height and IBD as found for the gene enrichment analysis, as well as schizophrenia. With Bonferroni correction for multiple testing these three non-CAD phenotypes reached statistical significance of *P*<0.05. However, when considering the consistent phenotypes between this test and the previous gene level enrichment analysis for GWAS phenotypes, the CAD phenotypes CAD, CAD extended, CAD nolipid, CAD extended nolipid, as well as height, IBD, and platelet number were found to be significant at *P*<0.05 in both tests, yielding a combined *P*<0.0025 which is equivalent to Bonferroni-corrected *P*<0.05.

**Fig 3:**
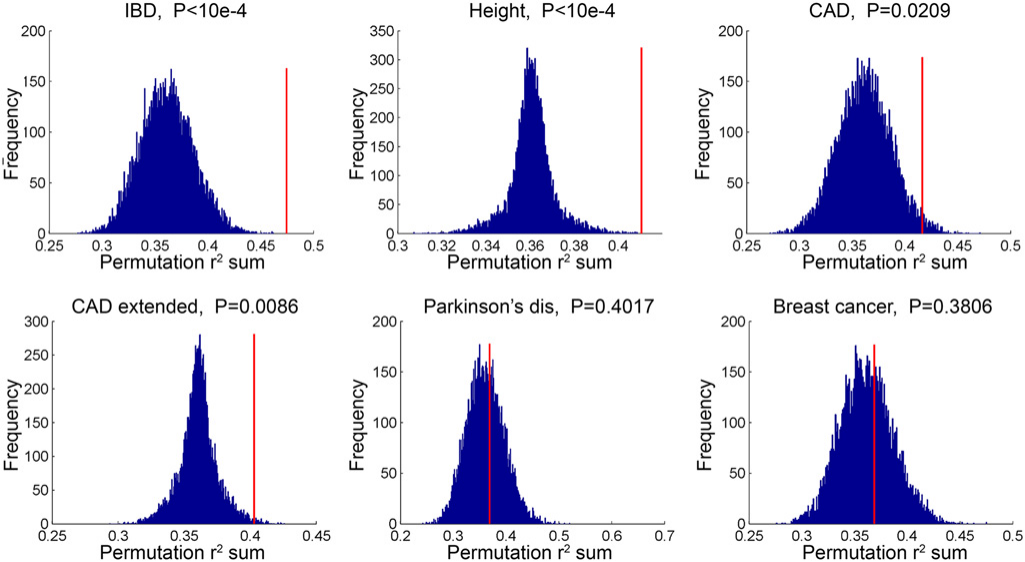
TCF21 target regions contain variation that is in linkage disequilibrium with CAD GWAS variation. SNPs in TCF21 peaks were evaluated for association with GWAS SNPs on the basis of linkage disequilibrium; r^2^ values for each SNP pair were averaged for the GWAS categories inflammatory bowel disease (IBD), height, CAD, CAD plus CARDIoGRAM+C4D (CAD extended), Parkinson’s disease, and breast cancer. To test for enrichment in each category, permutation analysis was utilized to generate distributions of average r^2^ using random sets of SNP pairs and statistical significance was assigned to those categories where fewer than 5% of permutations produced an r^2^ greater than or equal to the true data.

**Table 5:** Analysis of linkage disequilibrium between SNPs in GWAS loci of select phenotypes and TCF21 peak regions for chosen phenotypes.

Traits	Average LD Values	GWAS SNPs	GWAS SNPs having R2 with TCF21 SNPs	TCF21 SNPs before LD pruning	TCF21 SNPs with LD pruning	P-value with 10000 permutations
**Inflammatory bowel disease**	0.474119347	117	79	535	169	P<10e-4
**Height**	0.410534747	321	218	1143	432	P<10e-4
Schizophrenia	0.45038231	120	83	450	167	0.0004
Ulcerative colitis	0.446449065	82	55	401	115	0.0041
* **CAD extended nolipid**	0.406510724	223	150	718	296	0.0052
* **CAD extended**	0.402737992	229	152	735	305	0.0086
Insulin resistance	0.461195794	51	31	132	58	0.0104
**CAD nolipid**	0.41715869	122	76	316	150	0.0197
**CAD**	0.416045058	126	78	328	155	0.0209
Blood pressure	0.419870421	111	65	322	123	0.0263
**Platelets**	0.426035533	61	49	251	95	0.0284
Triglycerides	0.417955674	52	37	202	78	0.0695
Aneurysm	0.436847165	25	17	103	35	0.0896
Macular degen	0.423410192	45	25	80	45	0.0909
Kawasaki disease	0.449048952	18	11	66	18	0.112
LDL cholesterol	0.401895683	78	47	218	99	0.1148
Cholesterol total	0.388545716	78	55	279	116	0.1798
B function glucose	0.390955994	48	33	150	61	0.2263
Celiac disease	0.374576605	56	30	172	54	0.3688
Breast cancer	0.368659838	131	81	373	141	0.3806
Parkinson disease	0.368841594	67	42	294	81	0.4017
Migraine	0.361138473	133	86	357	165	0.4966
Systemic lupus erythematosus	0.335187216	72	49	260	92	0.7776

*GWAS catalog genes were supplemented with additional CAD genes identified from CARDIoGRAM+C4D, which are not currently included in the GWAS catalog. Traits with bold text are those significant at P<0.05 in both the GWAS gene enrichment analysis shown in Table 4 and the current analysis.

### TCF21 target CAD loci are enriched for genes involved in vascular wall biological processes

To investigate possible functional relationships among the TCF21 target CAD loci, we evaluated the degree of representation of these genes in annotated functional pathways. For this assessment, we used the genes assigned to TCF21 peaks with the DAVID algorithm. We first investigated the pathways that were identified individually for the TCF21 target CAD loci and the full list of CAD loci, quantifying enrichment of genes in loci with those gene ontology (GO) terms annotated for the “biological processes” category. For the TCF21 target CAD genes (57% of the total CAD genes), the top terms that reached significance were disease ontology terms related to migration, including “regulation of cell migration,” “regulation of locomotion,” as well as those related to cell division, “regulation of proliferation,” and metabolism, “regulation of phosphorous metabolic and signaling processes,” regulation of protein amino acid phosphorylation” (S5 Table). Only 3 of the top 20 terms were related to lipids or lipid metabolism. By contrast, when all of the CAD genes were employed in the analysis, there was a preponderance of top terms related to lipid metabolism, “lipid homeostasis,” “cholesterol transport,” and “cholesterol efflux,” with 17 of the top 20 GO terms related to lipids (S6 Table). Also, we performed the analysis with TCF21 target CAD genes being analyzed with the background of all CAD genes (S7 Table). Although this resulted in a decreased number of significant results, this analysis identified cellular traits, including “actin filament based processes,” and “actin cytoskeleton organization,” which represent a smooth muscle signature, and “transcription factor binding,” “intracellular signaling cascade,” and “regulation of DNA binding,” which are all highly suggestive of fundamental cell signaling functions of smooth muscle cells in the vessel wall, possibly related to disease-related processes.

Further, we investigated the interaction of TCF21 peak CAD genes with other genes with the STRING algorithm that integrates protein-protein interaction, text mining and genomic data to link candidate genes into a related network [35]. For this analysis, we employed STRING to generate a network seeded with CHD genes within 50 kb of a TCF21 peak, and then further modified that gene set by including related interacting genes and removing non-connected genes. The resulting network showed clusters of genes associated with cell cycle regulation, extracellular matrix, lipid metabolism, cytokine signaling and growth factor signaling, suggesting that these processes that are relevant to SMC biology are involved in the pathogenesis of CAD (Fig 4).

**Fig 4:**
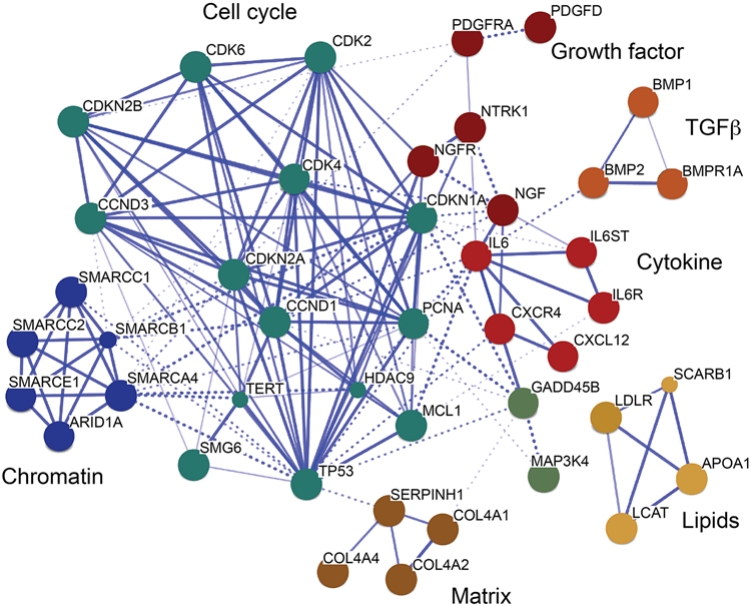
A CAD gene network identified among TCF21 target genes. Genes in CAD-associated loci that have TCF21 peaks identified by ChIP-Seq were assembled into a network, with incorporation of additional non-associated genes to promote the connectivity shown here. This transcriptional network was created by STRING [35]. Many additional CAD genes downstream of TCF21 were not incorporated into the network, due to an overall lack of functional annotation for these loci.

## Discussion

We focused ChIP-Seq experiments on smooth muscle cells based on previous findings demonstrating the role of TCF21 in coronary vascular development during embryogenesis and its relevance for the CAD phenotype. During development, TCF21 is expressed in SMC progenitors but not in endothelial or other cell types present in vascular disease lesions [2,6]. Vascular SMC response to growth factor signaling is increasingly recognized as an important component of the vascular response to injury where atherosclerotic disease progression is characterized by SMC undergoing phenotypic modulation, changing from a quiescent cell expressing contractile lineage markers to a proliferative, migratory, matrix synthesizing cell that is characteristic of the disease state [7]. In order to better understand the role of TCF21 in CAD progression, we utilized an in vitro model of undifferentiated SMC phenotype based on serum stimulation for the studies presented here [36]. Analysis of TCF21 peaks revealed enrichment for a number of pathways related to the known vascular developmental role of TCF21, as well as growth factor stimulation and signaling, cell-matrix interactions, matrix composition, and actomyosin contractile function. The query of relevant mouse databases revealed enrichment within terms related to vascular phenotypes, including “abnormal blood vessel morphology” and “abnormal blood circulation.” These data suggest that TCF21 directly regulates genes centrally involved in pathways that mediate pathologic SMC processes. Given the association of TCF21 with CAD, our findings thus provide novel evidence supporting the role of SMC in the etiology of disease processes within the vascular wall.

We provide evidence for cooperation of TCF21 with other transcription factors through the finding of other TF binding motifs in the ChIP-Seq peak sequences. We found evidence for enrichment of JUN (AP-1) and several other bZip factor binding motifs, including CEBP and ATF1, in the TCF21 peaks. There was also enrichment for binding sites recognizing the TEAD family of transcription factors that have been linked to signaling through the Hippo pathway that regulates developmental and cancer related cellular processes [37]. We found the identification of JUN related binding sites particularly interesting, but given that these AP-1 motifs are among those that have been found to be commonly enriched in datasets for which they were not the targeted transcription factor [38], we were compelled to perform ChIP-Seq studies for JUN and JUND in the HCASMC. These studies confirmed the in silico prediction, revealing significant enrichment of binding sites found for both of these TFs in genes that also contain TCF21 peaks. 

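Summits were compared in the Ab_Shared regions that overlapped a JUN or a JUND peak. The summit of the nearest JUN peak lay a median of 65 bp from the Ab1 summit (n = 443 regions), and 67.0% lay within 100 bp. For JUND the median was 64 bp (n = 448 regions), with 69.0% within 100 bp. Of the 200 JUN summits within 60 bp of the Ab1 summit, 63 lay within 20 bp (31.5%, 95% CI 25.1 to 38.4), where a flat distribution gives 33.3% (exact binomial test, two-sided, p = 0.601). For JUND the numbers were 71 of 209 (34.0%, 27.6 to 40.8, exact p = 0.883). Summits become rarer with distance, so a flat distribution sets too low a share near the Ab1 summit, and these tests do not exclude a gap there. The side of the flat share changed with the choice of the TCF21 position, since 73 of the 194 JUN summits within 60 bp of the centre of the region lay within 20 bp of it (37.6%), and 61 of the 205 JUND summits within 60 bp of the Ab2 summit lay within 20 bp of it (29.8%).

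**Figure D3:**
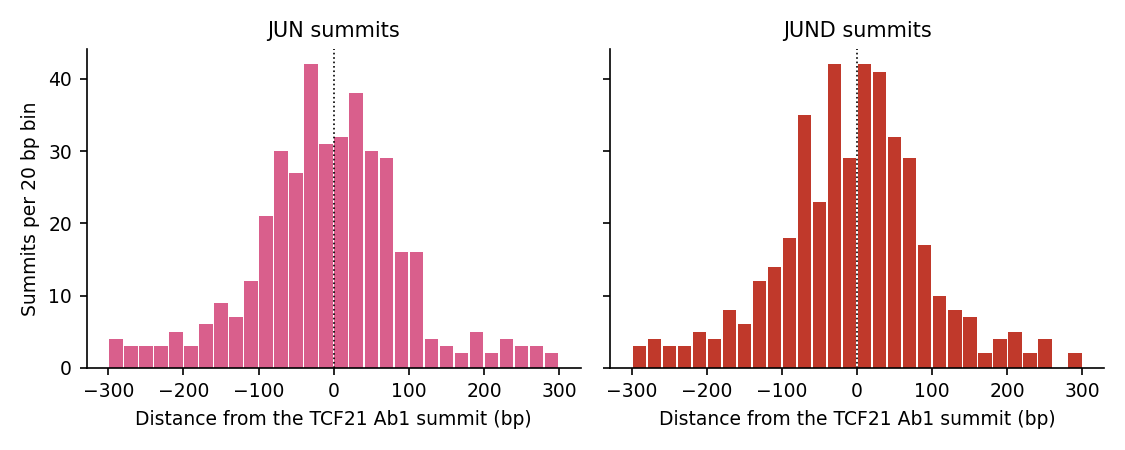
Number of JUN and JUND summits (y axis, per 20 bp bin) by their distance from the Ab1 summit (x axis, bp) in Ab_Shared regions with an overlapping peak. The dotted line is the Ab1 summit. The 20 bp bins next to it hold 31 and 32 JUN summits and 29 and 42 JUND summits, the fullest bins hold 42 for either factor and lie within 40 bp of it, and counts are lower beyond 100 bp.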

For a number of genes, TCF21 and JUN factors were found to bind in close proximity with evidence for JUN factor binding flanking the TCF21 binding site. As noted above, the pathway analysis of TCF21 target genes has identified enrichment for signaling through growth factor binding pathways, including PDGF. PDGF signaling related to smooth muscle cell proliferation is known to involve JUN TFs [39], and our previous studies have shown that PDGF and JUN are upstream regulators of *TCF21* expression [27]. These findings, when coupled with the observation that TCF21 promotes cellular proliferation and dedifferentiation in skeletal muscle cells [40], provide new insight into the relationship between TCF21 and certain growth factor pathways involving AP-1, and suggest that TCF21 is both regulated by and cooperates with this TF family.

These ChIP-Seq studies have identified a number of other CAD associated loci and genes that are bound by TCF21, identifying a disease related transcriptional network. To investigate the hypothesis that TCF21 targets a greater than expected number of CAD-related genes we performed enrichment analysis at both the gene and SNP level with GWAS data. These studies identified a greater than expected number of TCF21 targets among CAD GWAS genes, and showed that TCF21 peak region SNPs are in greater linkage disequilibrium with CAD GWAS SNPS than expected. Since the ChIPseq data was generated in HCASMC, a cell type found in the coronary artery, the results of CAD loci enrichment is consistent with the hypothesis that TCF21 regulates a greater than expected number of CAD genes in the vessel wall and that its effect on disease risk may be due in part to its regulation of the network of TCF21 target CAD associated genes. Consistent with TCF21 CAD target genes being active primarily in the vascular wall, we saw no difference in enrichment between the CAD analyses with and without lipid genes or SNPs being included in the analysis, and no enrichment was found for vascular risk factor traits “LDL cholesterol” and “Total cholesterol.” The enrichment for “Platelets” is not surprising given the known association of platelet number with vascular disease events, and this association could explain some portion of the *TCF21* risk for CAD [41–43]. Human genetic epistasis studies are required to validate these putative gene-gene interactions between TCF21 and the other CAD genes in the network, but further study of the functional links among validated TCF21 target CAD genes should provide an opportunity for further dissecting the molecular basis of disease risk.

Surprisingly, both the gene- and SNP-level enrichment GWAS analyses also found TCF21 target genes to be over-represented among those associated with height and immune related IBD. Although SMC would seem unlikely to be involved in the height and IBD phenotypes, we speculate that enrichment of TCF21 target genes within these other phenotypes is real and reflects overlapping biology between the physiology/pathophysiology of these phenotypes and that of CAD. For instance, short stature has been repeatedly linked to an elevated risk for CAD, suggesting the presence of a substantial overlap in the biological pathways that determine height as well as the risk of CAD [44–46]. In support of a causal link between shorter stature and higher risk of CAD, a recent Mendelian Randomization study found a graded relationship between a genetic risk score of 180 height raising alleles identified by the GIANT consortium and the risk of CAD [47,48]. Furthermore, pathway analysis of genes near or within the height loci identified enrichment of several canonical pathways involved in both growth-development and atherosclerosis [48]. It is also not surprising to observe enrichment for immune related pathways that mediate IBD given inflammation has been extensively linked to atherosclerosis at an experimental level [49–51]. These findings are also consistent with our pathway analyses of TCF21 related CAD genes (S7 Table). We note that the genes that contribute to the enrichment in these phenotypes are unlikely to be regulated by TCF21 given TCF21 is not associated with these phenotypes in GWAS. Instead, we suspect this enrichment reflects functional roles of related networks in traits that involve multiple other tissues.

Our analyses provide multiple lines of circumstantial evidence supporting a role for the identified TCF21 related transcriptional network in the etiology of CAD. First, the TCF21 target genes are highly enriched for molecular processes with established relationships to CAD, such as growth factor binding, cell adhesion, vascular development, inflammation, and PDGF signaling. Second, the TCF21 target genes are enriched for established CAD genes identified through GWAS. Third, the functional SNPs of TCF21 target genes are enriched for, and tend to be in significant LD with, SNPs associated with CAD in GWAS. Fourth, the finding that the TCF21 transcriptional network is enriched in other traits is consistent with a biological program that contributes to a number of disease-relevant tissue-specific cellular processes. However, further work is required to firmly establish our hypothesis that the TCF21 transcriptional gene network contributes to CAD risk. If TCF21 binding to other CAD loci is important for the disease risk mechanism, one may be able to identify epistatic effects between polymorphisms in or near TCF21 and other CAD SNPs in the TCF21 target regions. At an experimental level it will be important to link TCF21 binding sites in target loci to function of the causal variant and the causal gene, and to investigate how TCF21 binding may regulate the causal mechanisms at other CAD loci. Finally, it will be important to functionally assess the predicted TCF21 gene network by perturbation in vitro and in vivo with experimental cell culture and animal models. Taken together, these approaches may provide significant new insights into how a disease associated transcription factor may work through other disease-associated loci to modulate disease risk.

## Methods

### HCASMC culture and TCF21 knockdown

Human primary Coronary Artery Smooth Muscle Cells (HCASMCs, #CC-2583, Lot No. 200212) were purchased from Lonza (Allendale, NJ, USA) and cultured in SmGM-2 Smooth Muscle Growth Medium-2 including hEGF, insulin, hFGF-B and FBS, but without antibiotics (Lonza, #CC-3182) for 3 passages. Technical replicate samples were cultured from the same stock vial but harvested 24h apart. The crosslinked nuclei of all replicates were thereafter processed in parallel.

### TCF21 chromatin immunoprecipitation and next generation sequencing (ChIP-Seq)

Ten million HCASMC cells per condition were crosslinked for 10 min with 1% formaldehyde. Cells were lysed for 10 min on ice (10 mM Tris pH8.0, 10 mM NaCl, 0.2% NP-40). Nuclei were then lysed for 10 min on ice (50 mM Tris pH 8.1, 10 mM EDTA, 1% SDS). Crosslinked chromatin was sheared for 3x5 min by sonication using a Bioruptor (Diagenode, Denville, NJ, USA) and pre-cleared with 10 μ g anti-rabbit IgG pre-immune serum (DAKO, Carpintera, CA, USA, #X0903, Lot. No. 25509) using protein G sepharose beads (Roche Diagnostics, Indianapolis, IN, USA, #11 243 233 001). TCF21 ChIP was performed overnight in IP dilution buffer (20 mM Tris pH 8.1, 2 mM EDTA, 150 mM NaCl, 1% Triton X100, 0.01% SDS), using 14 μ g anti-TCF21 (Sigma-Aldrich, St. Louis, MA, USA, #HPA013189, Lot. No. R02939 (Ab1) or Abcam, Cambridge, UK, #ab49475, Lot No. 153899 (Ab2)) or anti-rabbit IgG respectively. JUN and JUND ChIP was performed with Santa Cruz Biotechnology sc-1694 and sc-74 respectively. Beads were washed twice with buffer 1 (20 mM Tris pH 8.1, 2 mM EDTA, 50 mM NaCl, 1% Triton X100, 0.1% SDS), once with buffer 2 (10 mM Tris pH 8.1, 1 mM EDTA, 250 mM LiCl, 1% NP40, 1% sodium deoxycholate monohydrate) and twice with TE buffer. Bound chromatin was eluted from the beads twice with 100 mM NaHCO3 containing 1% SDS. After reverse-crosslinking, RNaseA and proteinase K digestion, chromatin was cleaned up using the Qiagen PCR purification kit (Qiagen, Crawley, UK).

Follow-up confirmatory ChIP was performed with immunoprecipitated and reverse-crosslinked chromatin from HCASMC that was prepared as described above. Quantitative real-time PCR (ViiA 7, Life Technologies) was performed with primers specific for ChIP-Seq peak sequences using SYBR Green (Applied Biosystems) assays and fold enrichment was calculated by measuring the delta Ct—delta Ct IgG. Melting curve analysis was also performed for each ChIP primer pair.

Original data has been deposited at GEO, accession number: GSE61369.

### ChIP-Seq peak identification and target gene mapping

Sequence data were aligned to the reference genome (hg19) using BWA [52]. In the case of TCF21, we identified peaks present in both biological replicates of each of the two antibody precipitations by using Irreproducible Discovery Rate analysis, or IDR, a method extensively used by the ENCODE project [8]. Here, we followed the workflow developed by ENCODE, using MACSv2 to identify peaks against an IgG ChIP-Seq control [8]. Parameters for peak calling and IDR thresholds were set to values recommended by the ENCODE pipeline. We analyzed each antibody composite dataset individually, and also intersected these two datasets to create a dataset with minimal number of peaks and minimal peak length (Fig 1). In the case of JUN and JUND, we used MACSv2 to call peaks against an IgG control using default parameters and selected the top ten thousand peaks (ranked by *Q*-value) for subsequent analysis. We utilized the Genomic Regions Enrichment of Annotations Tool (GREAT) [21] to analyze the detected peaks of each TF, with the parameter “Association rule settings” set to single nearest gene within 50 kb. We also independently identified genes within 50 kb of TF binding sites using the BEDTools software suite [53]. Genes obtained from each method were designated TF target genes.

### Assessment of co-expression among the predicted TCF21 targets

To more broadly assess the co-expression patterns among the TCF21 target genes, we retrieved 2,705 co-expression modules derived from 108 coexpression networks constructed from many different tissues in human and mouse populations [10–19]. The enrichment analysis between the co-expression modules and the target genes was evaluated using Fisher’s exact test.

### ATAC-sequencing

ATAC-Seq was performed with slight modifications to published protocol [9]. Briefly, human coronary artery smooth muscle cells (passage 5–6) were cultured in normal media until about 75% confluence. Approximately 5x10e4 fresh cells were collected by centrifugation at 500 x g and washed twice with cold 1X phosphate buffered saline. Nuclei were extracted with cold lysis buffer containing 10mM Tris-HCl, pH7.4, 10mM NaCL, 3mM MgCl2, 0.1% IGEPAL and nuclei were resuspended in transposition reaction buffer containing Tn5 transposases (Illumina Nextera). Transposition reactions were incubated at 37 C for 30 minutes, followed by DNA purification using Zymo DNA Clean-up and Concentration Kit. Libraries were initially PCR amplified using Nextera barcodes and High Fidelity polymerase (NEB). The number of cycles was empirically determined from an aliquot of the PCR mix, by calculating the Ct value at 25% maximum Rn for each library preparation. The final amplified library was again purified using the Zymo DNA Clean-up and Concentration kit, and the DNA was evaluated by TBE gel electrophoresis and quantitated using Bioanalyzer, nanodrop, and quantitative PCR (KAPA Biosystems). Libraries were multiplexed and paired-end 50bp next generation sequencing was performed using an Illumina HiSeq 2500. Raw FastQ files were evaluated using a modification of the FastQC pipeline to generate per base and per sequence level summary statistics. Libraries that achieved consistent high quality scores from this tool were aligned to the human genome (hg19) using Bowtie2 and transposase sensitive regions were called using MACS, and bigwig files were generated [9].

### De novo and known motif enrichment

To discover DNA binding motifs enriched among TCF21 peaks, HOMER findMotifsGenome.pl script was used to search for the known TRANSFAC motifs and to create de novo motifs from 4852 TCF21 ChIP-Seq binding regions (Ab_Shared regions) [22]. All software parameters were set to default values, with the addition of the “-size given” command to define the width of each peak from the data rather than a constant value. Motifs discovered by HOMER were validated with MEME-ChIP [23] with a maximum motif length of 10. The motifs identified by MEME-ChIP were further compared to the binding motifs of known transcription factors. Density plots of motifs were created as follows. TCF21 summits were defined using MACS with default parameters for the collection of 4852 TCF21 ChIP-Seq binding regions. Motif distribution plots were made using HOMER annotatePeaks.pl script and centering on the locations of TCF21 summits. TRANSFAC matrices for the top HOMER known-motif outputs (TCF12, OLIG2, AP-1, unknown-NANOG, CEBP, TEAD4, ATF1) were used for the scan of TCF21 summit locations in the human GRCh37/hg19 genome. Scanning for motifs was performed using annotatePeaks.pl with the following parameters: hg19-size 2000-hist 20.

### TCF21, ATAC-Seq and HAoSMC DHS peak overlap analysis

We retrieved the HAoSMC DHS data from the ENCODE project and selected peaks with *P*<0.05 as true HAoSMC DHS signal (n = 121731). The overlaps among TCF21 binding regions, ATAC-Seq, and HAoSMC DHS peaks were evaluated through one-sided Fisher exact test. In the overlap between TCF21 ChIP-Seq and ATAC-Seq peaks, we only focused on the ATAC-Seq signals with high-confidence fold-enrichment (mfold>200).

### TCF21 and JUN/JUND peak overlap analysis

We tested co-activity between TCF21 and the AP-1 factors JUN and JUND by evaluating the level of overlap (using BEDTools) between ChIP-Seq binding regions corresponding to each TF. Peaks from each dataset were first reduced to those that overlap with open chromatin as identified with our HCASMC ATAC-Seq or ENCODE HAoSMC DHS data. In each analysis, a one-sided Fisher’s exact test was used to determine whether the observed peak overlap between TCF21 and JUN or between TCF21 and JUND was statistically greater when compared against a background of all HCASMC ATAC-Seq or HAoSMC DHS peaks.

### Analysis of enrichment of association of functional SNPs in TCF21 target loci among functional SNPs of CAD loci

We utilized the publicly available summary level association results (~2.5 million HapMap SNPs) of the CARDIoGRAM consortium involving 22,233 CAD cases and 64,762 controls to further analyze the relevance of the TCF21 target genes to CAD [54]. We explored whether the subset of functional SNPs located in TCF21 target genes had a higher proportion of low *P*-values of association (*P*<0.01) with CAD when compared to the proportion of low *P*-values observed for all functional SNPs examined in CARDIoGRAM, using a Fisher's exact test. The distribution of the *P*-values of these two sets of SNPs was also tested using a one-sided Kolmogorov-Smirnov (KS) test. For this analysis, we identified 189,002 functional SNPs (eSNPs) through eQTL experiments involving liver, brain, blood, human aortic endothelial cells (HAEC), and adipose tissues [11–16,29,31–33,55,56]. In the second approach, we identified 1,201,481 potentially functional SNPs through the ENCODE-based RegulomeDB (http://www.regulomedb.org/). Functional SNPs from RegulomeDB were further classified into various categories based on multiple measures of functional implication according to the database, with category 1 SNPs having the highest number of independent functional measures. TCF21 target genes were first mapped to their associated eSNPs or RegulomeDB SNPs and then compared with the corresponding background functional SNPs of all genes for enrichment of low *P*-value associations with CAD. For both analyses, LD structure was addressed by pruning the eQTL and ENCODE SNPs. This was done by removing those with r^2^ > 0.3 to derive independent SNPs.

### Analysis of enrichment for CAD related and other sets of GWAS genes among TCF21 targets

To investigate possible over-representation of TCF21 binding regions among CHD GWAS loci, we conducted analyses at both the gene and variant level, looking for enrichment of TCF21 target genes among CHD GWAS loci, and for enrichment of average linkage disequilibrium between TCF21 peak SNPs and GWAS loci SNPs.

We first assessed whether there was a spurious association of TCF21 target genes with CAD due to confounding, by looking for an over-representation of these genes among those associated with GWAS loci genes in general. For this analysis, we downloaded the NHGRI GWAS catalog and extracted candidate GWAS genes for all diseases or phenotypes curated in the catalog. Enrichment of candidate GWAS genes among the TCF21 target genes located in the TCF21 peaks was estimated using one-sided Fisher’s exact test. We then looked for an over-representation of CAD candidate genes discovered thorough recent GWAS studies among genes targeted by TCF21. The list of CAD candidate genes we considered (“CAD”) was also collated from the NHGRI GWAS catalog and includes all genes assigned to a SNP in the catalog for phenotypes relevant to CAD including "coronary heart disease", "myocardial infarction", and "coronary artery calcification". For a second category (“CAD extended”) this list was supplemented with genes identified through the CARDIoGRAMplusC4D study, which derive from analysis of Metabochip data and for this reason have not been included in the GWAS catalog [1,34]. Lipid metabolism genes were removed from each of these categories to create lists “CAD no lipid” and “CAD extended no lipid.” We compared the proportion of CAD genes observed among all GWAS catalog phenotypes to the proportion of CAD genes observed among the subset of TCF21 target genes using one-tailed Fisher’s exact test.

For both GWAS enrichment methods we also included additional phenotypes as described in the Result section to test the specificity of CAD signal enrichment in TCF21 targets. These phenotypes included cholesterol measures related to CAD (LDL cholesterol, total cholesterol, triglycerides), diseases known to be associated with dysfunction of the arterial vessel wall or myocardial infarction (aneurysmal conditions involving either the root, the thoracic, or the abdominal aorta, or intracranial vessels (aneurysm), migraine, high blood pressure, platelet number, and Kawasaki's disease), height, which has been associated with CAD, glucometabolic related phenotypes insulin resistance (insulin resistance measures), β-cell function (B function glucose), diseases associated with a dysfunctional immune system (IBD), systemic lupus erythematosus, celiac disease), neuropsychiatric disorders (schizophrenia and Parkinson’s disease), breast cancer and macular degeneration which are well represented in the GWAS catalog but unlikely to be associated with CAD.

To correct for any potential bias in the large numbers of GWAS genes for certain traits such as height and CAD, we implemented a permutation strategy by generating 1000 random GWAS gene sets of matching size for each trait to derive permutation-based enrichment P-values. For example, there are 414 GWAS genes for height, and we generated 1000 gene sets each containing 414 randomly selected GWAS genes from the pool of 8277 GWAS genes in the GWAS catalog. In addition to the enrichment P-value obtained with Fisher’s exact test, (Ptrait) for the observed GWAS gene set of each trait we also calculated 1000 enrichment P-values from the 1000 random gene sets (Prandom1, Prandom2,…, Prandom1000). Ptrait was then compared against the 1000 P-values from the random gene sets to derive a permutation-based enrichment P-value as defined by (the number of Prandom from the random sets that are smaller than Ptrait)/1000. This was done for each of the CAD phenotypes and each additional phenotypes/traits to correct for the different numbers of GWAS genes between phenotypes.

For the TCF21-GWAS LD analysis, we developed a custom pipeline to assess the linkage between variants in TCF21 peaks and variants associated with disease by GWAS. The same GWAS traits/phenotypes were investigated in this analysis as for the gene enrichment analysis. SNPs were identified from the GWAS catalog, where we excluded any GWAS studies that did not contain a cohort of European descent. TCF21 peak SNPs were defined as those 1000 Genomes phase 1 variants that are polymorphic in Europeans and overlap with a TCF21 peak [57]. We used data from the HapMap project (April 2009 release #27) restricted to the CEU population, as well as in-house LD calculations among European SNPs in 1000 Genomes, to assign a linkage disequilibrium r^2^ value to TCF21—GWAS SNP pairs [58]. In the instance where HapMap and 1000 Genomes r^2^ values for a given SNP pair did not agree, we used the average of the two. Using custom software developed in the R language, we calculated the average of all *r* ^*2*^ values between TCF21 peak—trait SNPs pairs, which was denoted as the “true average” for the association between TCF21 peak SNPs and that particular trait. We then computed 10,000 null averages, each time permuting the trait labels in the GWAS catalog and determining the r^2^ average between TCF21 peak SNPs and an equal number of SNPs now incorrectly associated with the trait of interest. In this analysis, if a TCF21 peak SNP was in LD with multiple GWAS SNPs, only the maximum r^2^ value of these associations was taken into calculating the r^2^ average for a given trait. This filter ensured that each TCF21 SNP mapped onto at most one GWAS trait SNP, although a GWAS trait SNP was allowed to map onto multiple TCF21 SNPs.

### Pathway and network analysis of TCF21 target genes

For pathway analysis, the DAVID algorithm [59] was employed with Gene Ontology (GO) terms to annotate the functions of the TCF21 target genes in relation to “biological processes.” Enrichment analysis was carried out in DAVID using default settings. TCF21 target CAD genes and the full list of CAD genes were assessed individually and compared, and the TCF21 target CAD genes were also evaluated in the context of a background composed of all CAD loci genes. For network analysis of TCF21 target CAD genes, those loci associated with CAD at FDR< 0.05 were identified, and genes linked to these loci in the original publications by distance from the lead SNP, eQTL, or allele-specific expression were collated. This gene list was employed with the STRING algorithm [35] to search protein-protein interaction and other types of databases to develop a molecular interaction network.

## Supporting Information

S1 Fig Similar spatial distribution of TCF21 peaks identified by each of two TCF21 antibodies. Distribution of TCF21 peaks identified by Ab1 (A) and Ab2 (B) in relation to transcription start site (TSS). Distribution of TCF21 peaks identified by Ab1 (C) and Ab2 (D) in relation to structural gene features.
(TIF) Click here for additional data file.

S2 Fig Individual ChIP assays verify ChIP-Seq findings. ChIP was performed with separately isolated chromatin from HCASMC derived from a different donor, employing PCR primers flanking a number of TCF21 peaks.
(TIF) Click here for additional data file.

S1 Table Representation of TCF21 ChIP-Seq peaks in regions of open chromatin. (PDF) Click here for additional data file.

S2 Table Enrichment of coexpression modules in TCF21 target genes. (PDF) Click here for additional data file.

S3 Table Enrichment of candidate disease GWAS genes among the target genes of TCF21. (PDF) Click here for additional data file.

S4 Table Coordinates of TCF21 binding sites in CHD GWAS genes. (PDF) Click here for additional data file.

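The table names, for each gene from genome-wide association studies of coronary heart disease, the TCF21 regions assigned to it and their hg19 coordinates. The table holds 131 distinct regions, and each of them equalled a region of the rebuilt Ab_Shared set in chromosome, start and end, with starts counted from 0. Of these regions, 9 overlapped a JUN or JUND peak (6.87%), against 517 of the other 4721 Ab_Shared regions (11.0%; odds ratio 0.6, Fisher's exact test, two-sided, p = 0.155). At least 4 regions were listed for 5 genes, which are GGCX, PDGFRA, PRICKLE2, SMG6 and VAMP8. GGCX and VAMP8 share the same 4 regions on chromosome 2, from 85776861 to 85817736. At PDGFRA, the region on chromosome 4 from 54554264 to 54554772 overlapped both a JUN and a JUND peak, and no other region listed for these 5 genes overlapped either. Among the SMG6 regions, the highest-ranked by its Ab1 peak was that from 2118755 to 2119591, and the others lay between 2025896 and 2083474 in introns 12 and 13.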

S5 Table GO term enrichment for CAD genes associated with TCF21 peaks. (PDF) Click here for additional data file.

S6 Table GO term enrichment for all CAD genes. (PDF) Click here for additional data file.

S7 Table GO term enrichment for TCF21 CAD genes analyzed with background of all CAD genes. (PDF) Click here for additional data file.

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S1 Table

**Table S1. Representation of TCF21 ChIP-Seq peaks in regions of open chromatin.**

| Overlap between TCF21 ChIP-seq peaks and ATAC-Seq peaks   |                  |                                               |                                                     |                               |                 |
|-----------------------------------------------------------|------------------|-----------------------------------------------|-----------------------------------------------------|-------------------------------|-----------------|
| TCF21 Ab_shared peaks                                     | Overlapped peaks | No. ATAC-seq peaks (MACS fold-enrichment>200) | ATAC-seq background peaks (MACS fold-enrichment>50) | Enrichment P Value (Fisher's) | Fold Enrichment |
| 3619*                                                     | 2358             | 56193                                         | 159689                                              | <1.0e-300                     | 1.85            |
| Overlap between TCF21 ChIP-seq peaks and HAoSMC DHS peaks |                  |                                               |                                                     |                               |                 |
| TCF21 Ab_shared peaks                                     | Overlapped peaks | No. DHS peaks (P<0.05)                        | DHS background peaks                                | Enrichment P Value (Fisher's) | Fold Enrichment |
| 4852*                                                     | 4364             | 121731                                        | 580000                                              | <1.0e-300                     | 4.29            |

**\*Intersection of TCF21 Ab\_Shared peaks and ATAC-Seq background peaks identified 3619 overlap regions, intersection of TCF21 peaks with HAoSMC DNase hypersensitivity analyses identified 4852 overlap regions.**

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S2 Table

**Table S2. Enrichment of coexpression modules in TCF21 target genes.**

| <b>Modules</b> | <b>Module Size</b> | <b>Overlapped_Count</b> | <b>P-value (Fisher's)</b> | <b>Fold Enrichment</b> | <b>Bonferroni Correction</b> | <b>Descriptions</b> | <b>Gene Ontology Terms (P&lt;0.01, top 10 modules)</b>    |
|----------------|--------------------|-------------------------|---------------------------|------------------------|------------------------------|---------------------|-----------------------------------------------------------|
| lightyellow    | 75                 | 41                      | 1.47E-17                  | 3.938868313            | 3.98e-14*                    | 'lightyellow:haec'  | cytoskeletal adaptor activity                             |
| yellow         | 201                | 105                     | 8.00E-39                  | 3.763934955            | 2.16e-35*                    | 'yellow:haec'       | cytoskeletal protein binding                              |
| midnightblue   | 103                | 51                      | 1.03E-18                  | 3.56764653             | 2.80e-15*                    | 'midnightblue:haec' | Human_Cancer_Microarray_OHS_802; cytoskeleton             |
| green          | 185                | 85                      | 1.09E-26                  | 3.310518852            | 2.95e-23*                    | 'green:haec'        | extracellular space                                       |
| 4228           | 107                | 48                      | 1.56E-15                  | 3.232260298            | 4.22e-12*                    | '4228:liver'        | extracellular matrix                                      |
| grey60         | 75                 | 31                      | 1.10E-09                  | 2.978168724            | 2.99e-06*                    | 'grey60:haec'       | MIF-mediated glucocorticoid regulation                    |
| darkorange     | 44                 | 18                      | 2.09E-06                  | 2.94760101             | 0.00566*                     | 'darkorange:haec'   | positive regulation of transcription                      |
| 4559           | 124                | 50                      | 8.52E-14                  | 2.905341497            | 2.30e-10*                    | '4559:adipose'      | Human_Autoimmune_and_Inflamm_Response Gene_Array_HS_602.3 |
| magenta        | 162                | 63                      | 6.65E-16                  | 2.802040466            | 1.80e-12*                    | 'magenta:haec'      | Cholera - Infection                                       |
| brown          | 263                | 101                     | 1.05E-23                  | 2.767033986            | 2.84e-20*                    | 'brown:haec'        | vacuole                                                   |

**\*Statistically significant.**

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S3 Table

**Table S3. Enrichment of candidate disease GWAS genes among the target genes of TCF21.**

| Methods   | Target Genes | Overlapped GWAS genes | No. GWAS genes | No. total Genes | GWAS Genes Enrichment P Value (Fisher's) | Fold Enrichment |
|-----------|--------------|-----------------------|----------------|-----------------|------------------------------------------|-----------------|
| Ab1       | 12226        | 3422                  | 8277           | 29775           | 0.27                                     | 1.01            |
| Ab2       | 7150         | 2092                  | 8277           | 29775           | 7.71e-4                                  | 1.05            |
| Ab_Shared | 7128         | 2092                  | 8277           | 29775           | 3.98e-4                                  | 1.06            |

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S4 Table

**Table S4. Coordinates of TCF21 binding sites in CHD GWAS genes.**

| Gene Symbols | Gene Descriptions                                                             | TCF21 Peak counts | TCF21 Peaks (hg19)                                                                             |
|--------------|-------------------------------------------------------------------------------|-------------------|------------------------------------------------------------------------------------------------|
| AKAP13       | A kinase (PRKA) anchor protein 13                                             | 1                 | chr15:86071120-86071439                                                                        |
| ACAD10       | acyl-Coenzyme A dehydrogenase family, member 10                               | 1                 | chr12:112212000-112212402                                                                      |
| ALDH2        | aldehyde dehydrogenase 2 family (mitochondrial)                               | 1                 | chr12:112212000-112212402                                                                      |
| ALDH8A1      | aldehyde dehydrogenase 8 family, member A1                                    | 1                 | chr6:135229940-135230900                                                                       |
| APOA1        | apolipoprotein A-I                                                            | 1                 | chr11:116735252-116735667                                                                      |
| APOA4        | apolipoprotein A-IV                                                           | 1                 | chr11:116735252-116735667                                                                      |
| APOC3        | apolipoprotein C-III                                                          | 1                 | chr11:116735252-116735667                                                                      |
| ATXN2        | ataxin 2                                                                      | 1                 | chr12:111883850-111884393                                                                      |
| AGBL1        | ATP/GTP binding protein-like 1                                                | 1                 | chr15:87167781-87168252                                                                        |
| BSND         | Bartter syndrome, infantile, with sensorineural deafness (Barttin)            | 1                 | chr1:55438785-55439076                                                                         |
| BNC2         | basonuclein 2                                                                 | 1                 | chr9:16627919-16628365                                                                         |
| BMP1         | bone morphogenetic protein 1                                                  | 1                 | chr8:22046008-22046557                                                                         |
| CDH13        | cadherin 13, H-cadherin (heart)                                               | 1                 | chr16:83563915-83564417                                                                        |
| CELSR2       | cadherin, EGF LAG seven-pass G-type receptor 2 (flamingo homolog, Drosophila) | 1                 | chr1:109743759-109744199                                                                       |
| CALCRL       | calcitonin receptor-like                                                      | 1                 | chr2:188229484-188229889                                                                       |
| CACNA2D3     | calcium channel, voltage-dependent, alpha 2/delta subunit 3                   | 1                 | chr3:55034567-55035034                                                                         |
| CCDC157      | coiled-coil domain containing 157                                             | 2                 | chr22:30819839-30820350; chr22:30704470-30704871                                               |
| COL4A1       | collagen, type IV, alpha 1                                                    | 1                 | chr13:110899908-110900338                                                                      |
| COG5         | component of oligomeric golgi complex 5                                       | 1                 | chr7:106820767-106821330                                                                       |
| CDKN1A       | cyclin-dependent kinase inhibitor 1A (p21, Cip1)                              | 2                 | chr6:36595614-36596002; chr6:36646064-36646867                                                 |
| DNAH6        | dynein, axonemal, heavy chain 6                                               | 1                 | chr2:85093262-85093611                                                                         |
| EDNRA        | endothelin receptor type A                                                    | 2                 | chr4:148374703-148375073; chr4:148503674-148503981                                             |
| FN1          | fibronectin 1                                                                 | 2                 | chr2:216330884-216331237; chr2:216300051-216300397                                             |
| FNDC1        | fibronectin type III domain containing 1                                      | 1                 | chr6:159614914-159615400                                                                       |
| FMN2         | formin 2                                                                      | 1                 | chr1:240501166-240501507                                                                       |
| GGCX         | gamma-glutamyl carboxylase                                                    | 4                 | chr2:85776860-85777313; chr2:85788397-85788736; chr2:85817281-85817736; chr2:85786834-85787154 |
| GRIN3A       | glutamate receptor, ionotropic, N-methyl-D-aspartate 3A                       | 1                 | chr9:104478959-104479384                                                                       |
| HEMGN        | hemogen                                                                       | 1                 | chr9:100639022-100639369                                                                       |
| HHIPL1       | HHIP-like 1                                                                   | 1                 | chr14:100079253-100079689                                                                      |
| HDAC9        | histone deacetylase 9                                                         | 2                 | chr7:18252385-18252802; chr7:18305269-18305550                                                 |
| INPP5D       | inositol polyphosphate-5-phosphatase, 145kDa                                  | 1                 | chr2:233897585-233897974                                                                       |
| IL6R         | interleukin 6 receptor                                                        | 2                 | chr1:154404053-154404466; chr1:154391982-154392306                                             |
| JAZF1        | JAZF zinc finger 1                                                            | 2                 | chr7:27962837-27963274; chr7:27987337-27987676                                                 |
| KIAA1462     | KIAA1462                                                                      | 2                 | chr10:30289388-30289999; chr10:30400591-30401022                                               |
| KLF6         | Kruppel-like factor 6                                                         | 2                 | chr10:3826685-3827002; chr10:3819262-3819666                                                   |
| LIPA         | lipase A, lysosomal acid, cholesterol esterase                                | 1                 | chr10:91157771-91158063                                                                        |
| LDLR         | low density lipoprotein receptor                                              | 3                 | chr19:11275662-11276138; chr19:11253904-11254363; chr19:11236791-11237084                      |
| MTHFD1L      | methylenetetrahydrofolate dehydrogenase (NADP+                                | 1                 | chr6:151461847-151462324                                                                       |

|              |                                                                                                       |   |                                                                                                                                                                        |
|--------------|-------------------------------------------------------------------------------------------------------|---|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|              | dependent) 1-like                                                                                     |   |                                                                                                                                                                        |
| MAP4         | microtubule-associated protein 4                                                                      | 2 | chr3:48128562-48129233; chr3:48057208-48057624                                                                                                                         |
| MAP3K4       | mitogen-activated protein kinase kinase kinase 4                                                      | 2 | chr6:161395112-161395914; chr6:161394378-161394798                                                                                                                     |
| MSI2         | musashi homolog 2 (Drosophila)                                                                        | 2 | chr17:55365457-55366031; chr17:55551139-55551468                                                                                                                       |
| MCL1         | myeloid cell leukemia sequence 1 (BCL2-related)                                                       | 1 | chr1:150540020-150540455                                                                                                                                               |
| NGF          | nerve growth factor (beta polypeptide)                                                                | 2 | chr1:115873090-115873640; chr1:115825384-115825890                                                                                                                     |
| NRG1         | neuregulin 1                                                                                          | 2 | chr8:32146023-32146545; chr8:32107856-32108223                                                                                                                         |
| ASIC2        | acid-sensing (proton-gated) ion channel 2                                                             | 1 | chr17:31796834-31797322                                                                                                                                                |
| HECTD4       | HECT domain containing E3 ubiquitin protein ligase 4                                                  | 1 | chr12:112559549-112559937                                                                                                                                              |
| MIR4499      | MIR4499                                                                                               | 1 | chr13:20993783-20994660                                                                                                                                                |
| MIR548AV     | MIR548AV                                                                                              | 1 | chr10:63752406-63752802                                                                                                                                                |
| MIR548G      | MIR548G                                                                                               | 3 | chr3:99764401-99765027; chr3:99620549-99620908; chr3:99751950-99752435                                                                                                 |
| NME7         | NME/NM23 family member 7                                                                              | 1 | chr1:169336986-169337314                                                                                                                                               |
| PRICKLE2-AS3 | PRICKLE2 antisense RNA 3                                                                              | 2 | chr3:64172488-64173194; chr3:64224689-64225145                                                                                                                         |
| WDR86-AS1    | WDR86 antisense RNA 1                                                                                 | 1 | chr7:151063969-151064298                                                                                                                                               |
| NUMB         | numb homolog (Drosophila)                                                                             | 1 | chr14:73702245-73702643                                                                                                                                                |
| OBFC1        | oligonucleotide/oligosaccharide-binding fold containing 1                                             | 2 | chr10:105612476-105612876; chr10:105689126-105689608                                                                                                                   |
| OSM          | oncostatin M                                                                                          | 2 | chr22:30704470-30704871; chr22:30634608-30635073                                                                                                                       |
| PCNXL3       | pecanex-like 3 (Drosophila)                                                                           | 1 | chr11:65420343-65420765                                                                                                                                                |
| PHACTR1      | phosphatase and actin regulator 1                                                                     | 1 | chr6:13269345-13269882                                                                                                                                                 |
| PECAM1       | platelet/endothelial cell adhesion molecule                                                           | 1 | chr17:62404480-62405115                                                                                                                                                |
| PDGFRA       | platelet-derived growth factor receptor, alpha polypeptide                                            | 7 | chr4:54728318-54728852; chr4:54766070-54766499; chr4:54948320-54948707; chr4:54729334-54729668; chr4:54554263-54554772; chr4:55147082-55147583; chr4:54721257-54721585 |
| PRICKLE2     | prickle homolog 2 (Drosophila)                                                                        | 4 | chr3:64172488-64173194; chr3:64059690-64060134; chr3:64224689-64225145; chr3:64252050-64252447                                                                         |
| PROCR        | protein C receptor, endothelial (EPCR)                                                                | 1 | chr20:33739605-33739987                                                                                                                                                |
| PRKCA        | protein kinase C, alpha                                                                               | 3 | chr17:64455769-64456317; chr17:64417015-64417434; chr17:64463209-64463621                                                                                              |
| PPP2R3A      | protein phosphatase 2 (formerly 2A), regulatory subunit B", alpha                                     | 1 | chr3:135685190-135685643                                                                                                                                               |
| RAI1         | retinoic acid induced 1                                                                               | 1 | chr17:17725439-17725933                                                                                                                                                |
| RND3         | Rho family GTPase 3                                                                                   | 1 | chr2:151385819-151386168                                                                                                                                               |
| ARHGAP26     | Rho GTPase activating protein 26                                                                      | 3 | chr5:142522263-142522599; chr5:142388401-142389134; chr5:142444833-142445160                                                                                           |
| SCARB1       | scavenger receptor class B, member 1                                                                  | 2 | chr12:125249282-125249782; chr12:125215096-125215522                                                                                                                   |
| SRR          | serine racemase                                                                                       | 1 | chr17:2262955-2263333                                                                                                                                                  |
| SERPINH1     | serpin peptidase inhibitor, clade H (heat shock protein 47), member 1, (collagen binding protein 1)   | 1 | chr11:75265014-75265815                                                                                                                                                |
| SARS         | seryl-tRNA synthetase                                                                                 | 1 | chr1:109743759-109744199                                                                                                                                               |
| SH2B3        | SH2B adaptor protein 3                                                                                | 1 | chr12:111883850-111884393                                                                                                                                              |
| ADAMTS7      | similar to hCG1991431; similar to COMPase; ADAM metalloproteinase with thrombospondin type 1 motif, 7 | 1 | chr15:79052494-79052851                                                                                                                                                |
| SMAD3        | SMAD family member 3                                                                                  | 3 | chr15:67460532-67461098; chr15:67470896-67471589; chr15:67442610-67443257                                                                                              |
| SMG6         | Smg-6 homolog, nonsense mediated mRNA decay factor (C. elegans)                                       | 5 | chr17:2118754-2119591; chr17:2082955-2083474; chr17:2075422-2075856; chr17:2025895-2026247; chr17:2077661-2078596                                                      |

|         |                                                                                                   |   |                                                                                                |
|---------|---------------------------------------------------------------------------------------------------|---|------------------------------------------------------------------------------------------------|
| SLC2A13 | solute carrier family 2 (facilitated glucose transporter), member 13                              | 1 | chr12:40501166-40501786                                                                        |
| SLC22A5 | solute carrier family 22 (organic cation/carnitine transporter), member 5                         | 3 | chr5:131762056-131762559; chr5:131764632-131765122; chr5:131773162-131773775                   |
| SPC24   | SPC24, NDC80 kinetochore complex component, homolog (S. cerevisiae)                               | 3 | chr19:11275662-11276138; chr19:11253904-11254363; chr19:11236791-11237084                      |
| SF3A1   | splicing factor 3a, subunit 1, 120kDa                                                             | 1 | chr22:30704470-30704871                                                                        |
| ST3GAL4 | ST3 beta-galactoside alpha-2,3-sialyltransferase 4                                                | 3 | chr11:126285013-126286074; chr11:126281343-126281773; chr11:126281946-126282328                |
| ST8SIA1 | ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 1                                      | 1 | chr12:22387586-22387923                                                                        |
| SWAP70  | SWAP switching B-cell complex 70kDa subunit                                                       | 3 | chr11:9781087-9781723; chr11:9786844-9787770; chr11:9809558-9810069                            |
| SMARCA4 | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4 | 1 | chr19:11026248-11026592                                                                        |
| TOM1L2  | target of myb1-like 2 (chicken)                                                                   | 2 | chr17:17725439-17725933; chr17:17780195-17781588                                               |
| TERT    | telomerase reverse transcriptase                                                                  | 1 | chr5:1204667-1205164                                                                           |
| TNS1    | tensin 1                                                                                          | 2 | chr2:218799210-218799667; chr2:218701018-218701871                                             |
| TFPI    | tissue factor pathway inhibitor (lipoprotein-associated coagulation inhibitor)                    | 1 | chr2:188412089-188412505                                                                       |
| TRAFD1  | TRAF-type zinc finger domain containing 1                                                         | 1 | chr12:112559549-112559937                                                                      |
| VAMP8   | vesicle-associated membrane protein 8 (endobrevin)                                                | 4 | chr2:85776860-85777313; chr2:85788397-85788736; chr2:85817281-85817736; chr2:85786834-85787154 |
| SKI     | v-ski sarcoma viral oncogene homolog (avian)                                                      | 2 | chr1:2160492-2160846; chr1:2139706-2140191                                                     |
| ZFPM2   | zinc finger protein, multitype 2                                                                  | 1 | chr8:106285901-106286274                                                                       |
| ZC3HC1  | zinc finger, C3HC-type containing 1                                                               | 1 | chr7:129687632-129687947                                                                       |

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S5 Table

**Table S5. GO term enrichment for CAD genes associated with TCF21 peaks.**

| Term                                                                 | P-Value     | Fold Enrichment |
|----------------------------------------------------------------------|-------------|-----------------|
| GO:0030335~positive regulation of cell migration                     | 4.53e-06    | 15.88059701     |
| GO:0040017~positive regulation of locomotion                         | 7.92e-06    | 14.42217484     |
| GO:0051272~positive regulation of cell motion                        | 7.92e-06    | 14.42217484     |
| GO:0030334~regulation of cell migration                              | 1.76e-05    | 9.557891018     |
| GO:0040012~regulation of locomotion                                  | 3.99e-05    | 8.412935323     |
| GO:0051270~regulation of cell motion                                 | 4.13e-05    | 8.369344985     |
| GO:0051174~regulation of phosphorus metabolic process                | 1.11e-04    | 4.579412217     |
| GO:0019220~regulation of phosphate metabolic process                 | 1.11e-04    | 4.579412217     |
| GO:0001932~regulation of protein amino acid phosphorylation          | 1.93e-04    | 8.169786904     |
| GO:0008283~cell proliferation                                        | 2.51e-04    | 4.630973573     |
| GO:0042325~regulation of phosphorylation                             | 4.09e-04    | 4.332842227     |
| GO:0008202~steroid metabolic process                                 | 4.44e-04    | 6.996896705     |
| GO:0032268~regulation of cellular protein metabolic process          | 4.63e-04    | 4.259714088     |
| GO:0010033~response to organic substance                             | 6.69e-04    | 3.360506759     |
| GO:0016125~sterol metabolic process                                  | 0.0014796   | 9.995566721     |
| GO:0015697~quaternary ammonium group transport                       | 0.001499223 | 50.47761194     |
| GO:0030198~extracellular matrix organization                         | 0.001648214 | 9.707233065     |
| GO:0042445~hormone metabolic process                                 | 0.001767778 | 9.524077725     |
| GO:0002687~positive regulation of leukocyte migration                | 0.002362711 | 40.38208955     |
| GO:0034381~lipoprotein particle clearance                            | 0.002691762 | 37.85820896     |
| GO:0031399~regulation of protein modification process                | 0.003100631 | 4.791095371     |
| GO:0032103~positive regulation of response to external stimulus      | 0.0037375   | 12.61940299     |
| GO:0009611~response to wounding                                      | 0.004099491 | 3.428667981     |
| GO:0002685~regulation of leukocyte migration                         | 0.004208717 | 30.28656716     |
| GO:0035295~tube development                                          | 0.004344179 | 5.506648575     |
| GO:0032270~positive regulation of cellular protein metabolic process | 0.005529646 | 5.199410672     |
| GO:0015695~organic cation transport                                  | 0.005551715 | 26.33614536     |
| GO:0032496~response to lipopolysaccharide                            | 0.006273626 | 10.48885443     |
| GO:0010817~regulation of hormone levels                              | 0.00629046  | 6.685776416     |
| GO:0051247~positive regulation of protein metabolic process          | 0.006585537 | 4.985443155     |
| GO:0043062~extracellular structure organization                      | 0.008202985 | 6.193572017     |
| GO:0006694~steroid biosynthetic process                              | 0.00824032  | 9.50166813      |
| GO:0002237~response to molecule of bacterial origin                  | 0.008508786 | 9.391183617     |
| GO:0001934~positive regulation of protein amino acid phosphorylation | 0.009344889 | 9.074626866     |
| GO:0070508~cholesterol import                                        | 0.009734096 | 201.9104478     |
| GO:0008203~cholesterol metabolic process                             | 0.010227463 | 8.77871512      |
| GO:0042592~homeostatic process                                       | 0.010324388 | 2.688554564     |
| GO:0016477~cell migration                                            | 0.011069022 | 4.38935756      |
| GO:0042327~positive regulation of phosphorylation                    | 0.01180299  | 8.326204031     |
| GO:0010562~positive regulation of phosphorus metabolic process       | 0.012811735 | 8.07641791      |

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S6 Table

**Table S6. GO term enrichment for all CAD genes.**

| Term                                                               | P-Value  | Fold Enrichment |
|--------------------------------------------------------------------|----------|-----------------|
| GO:0055088~lipid homeostasis                                       | 1.26e-11 | 25.15348208     |
| GO:0015918~sterol transport                                        | 1.72e-11 | 31.51910531     |
| GO:0030301~cholesterol transport                                   | 1.72e-11 | 31.51910531     |
| GO:0055092~sterol homeostasis                                      | 8.43e-10 | 27.62068966     |
| GO:0042632~cholesterol homeostasis                                 | 8.43e-10 | 27.62068966     |
| GO:0034381~lipoprotein particle clearance                          | 2.47e-09 | 51.02155172     |
| GO:0033344~cholesterol efflux                                      | 8.20e-09 | 42.96551724     |
| GO:0006869~lipid transport                                         | 4.02e-08 | 9.65136742      |
| GO:0010876~lipid localization                                      | 9.13e-08 | 8.913683286     |
| GO:0051241~negative regulation of multicellular organismal process | 1.43e-07 | 8.533221194     |
| GO:0016125~sterol metabolic process                                | 1.84e-07 | 11.54660294     |
| GO:0034367~macromolecular complex remodeling                       | 5.70e-07 | 34.9862069      |
| GO:0034369~plasma lipoprotein particle remodeling                  | 5.70e-07 | 34.9862069      |
| GO:0034368~protein-lipid complex remodeling                        | 5.70e-07 | 34.9862069      |
| GO:0032371~regulation of sterol transport                          | 5.70e-07 | 34.9862069      |
| GO:0032374~regulation of cholesterol transport                     | 5.70e-07 | 34.9862069      |
| GO:0008203~cholesterol metabolic process                           | 1.10e-06 | 11.40854573     |
| GO:0008202~steroid metabolic process                               | 1.15e-06 | 6.927961762     |
| GO:0006641~triglyceride metabolic process                          | 1.56e-06 | 18.98476343     |
| GO:0030334~regulation of cell migration                            | 1.71e-06 | 7.590695776     |
| GO:0006639~acylglycerol metabolic process                          | 3.44e-06 | 16.66009852     |
| GO:0006638~neutral lipid metabolic process                         | 3.88e-06 | 16.32689655     |
| GO:0006662~glycerol ether metabolic process                        | 4.36e-06 | 16.00676133     |
| GO:0032368~regulation of lipid transport                           | 4.89e-06 | 23.32413793     |
| GO:0040012~regulation of locomotion                                | 5.38e-06 | 6.681393678     |
| GO:0018904~organic ether metabolic process                         | 5.49e-06 | 15.4027326      |
| GO:0051270~regulation of cell motion                               | 5.63e-06 | 6.646775058     |
| GO:0043691~reverse cholesterol transport                           | 8.34e-06 | 36.44396552     |
| GO:0030335~positive regulation of cell migration                   | 1.04e-05 | 10.48275862     |
| GO:0034384~high-density lipoprotein particle clearance             | 1.17e-05 | 77.74712644     |
| GO:0042592~homeostatic process                                     | 1.74e-05 | 3.105744065     |
| GO:0040017~positive regulation of locomotion                       | 1.95e-05 | 9.520056298     |
| GO:0051272~positive regulation of cell motion                      | 1.95e-05 | 9.520056298     |
| GO:0032372~negative regulation of sterol transport                 | 2.04e-05 | 66.64039409     |
| GO:0032375~negative regulation of cholesterol transport            | 2.04e-05 | 66.64039409     |
| GO:0070328~triglyceride homeostasis                                | 3.25e-05 | 58.31034483     |
| GO:0010033~response to organic substance                           | 3.55e-05 | 3.073222057     |
| GO:0010884~positive regulation of lipid storage                    | 4.84e-05 | 51.83141762     |
| GO:0019220~regulation of phosphate metabolic process               | 6.20e-05 | 3.606825453     |
| GO:0051174~regulation of phosphorus metabolic process              | 6.20e-05 | 3.606825453     |

# Supplementary material for: Characterization of TCF21 Downstream Target Regions Identifies a Transcriptional Network Linking Multiple Independent Coronary Artery Disease Loci
**Source:** PLoS Genet. 2015 May 28;11(5):e1005202. doi: 10.1371/journal.pgen.1005202
**Supplement:** S7 Table

**Table S7. GO term enrichment for TCF21 CAD genes analyzed with background of all CAD genes.**

| <b>Term</b>                                                        | <b>P-Value</b> | <b>Fold Enrichment</b> |
|--------------------------------------------------------------------|----------------|------------------------|
| GO:0008270~zinc ion binding                                        | 0.002598762    | 2.549350649            |
| GO:0030029~actin filament-based process                            | 0.014987891    | 13.50746269            |
| GO:0030036~actin cytoskeleton organization                         | 0.014987891    | 13.50746269            |
| GO:0002684~positive regulation of immune system process            | 0.030705039    | 5.402985075            |
| GO:0010604~positive regulation of macromolecule metabolic process  | 0.031088666    | 2.513016314            |
| GO:0008134~transcription factor binding                            | 0.034388955    | 3.813131313            |
| GO:0007242~intracellular signaling cascade                         | 0.039529561    | 2.078071183            |
| GO:0048584~positive regulation of response to stimulus             | 0.040054148    | 4.911804613            |
| GO:0051098~regulation of binding                                   | 0.045386544    | 8.104477612            |
| GO:0051101~regulation of DNA binding                               | 0.045386544    | 8.104477612            |
| GO:0006954~inflammatory response                                   | 0.050675601    | 4.502487562            |
| GO:0051240~positive regulation of multicellular organismal process | 0.050675601    | 4.502487562            |

How the deposited data were processed for this re-analysis (not part of the article)

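ChIP-Seq for TCF21 was performed by the authors in primary HCASMC with antibodies Ab1 and Ab2, with 2 replicates for each and 1 IgG control, and ChIP-Seq for JUN and JUND with 1 library each and 1 IgG control. A total of 8 samples were mapped to these conditions from their labels. The authors aligned the reads to hg19 with BWA and called peaks with MACS2 against the IgG control of the experiment. For TCF21 they joined the replicates of each antibody by IDR into 1 list, with parameters and thresholds that the paper describes as those of the ENCODE pipeline. For JUN and JUND they kept the 10000 peaks with the smallest q-value. The list of Ab2 opens with a browser line that names an earlier version of MACS than the methods, and the names of the JUND peaks carry a q-value threshold that the methods do not state.

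The 4 deposited peak lists are in the narrowPeak layout. The authors' score column holds 10 times the -log10 p (TCF21) or the -log10 q (JUN and JUND), without its decimals. The authors' fold enrichment of each peak is a ratio to the local background. The -log10 p of the peak caller is given by the authors in every list, and the -log10 q in the JUN and JUND lists only. The fold and p of a list depend on the depth of its libraries, which the lists do not give, so values were ranked within a list and never compared between lists. No list is a count table, and no test on reads was made. Results therefore have no error between replicates, and exact Clopper-Pearson intervals at 95% cover counting error only.

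Overlaps of at least 1 bp, intersections and moved sets were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Groups of peaks were found with networkx 3.6.1, stratified odds ratios with statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. The intersections follow the rule in Fig 1B. Each overlap was compared with 1000 sets of regions moved at random by 20 to 500 kb on their chromosome, in a one-sided permutation test, and the fold is the observed count over the mean of the moved sets. Fisher's exact tests, exact binomial tests and exact McNemar tests were two-sided. Stratified odds ratios are Mantel-Haenszel estimates over 4 classes of rank. Ranks were compared by the probability that a peak of one class ranks above a peak of the other, with a two-sided permutation test of 100000 resamples.

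Sequence came from the GRCh37 primary assembly, on whose chromosomes all peak ends fit, and genes from GENCODE release 44 on the same coordinates, with 64449 genes, of which 20163 are protein-coding. The annotation behind the paper's gene counts is not named in the paper's text. Its S3 Table gives a total number of genes that lies between 20163 and 64449. Exact words were searched for on both strands, with sequence of equal length 2 kb upstream as the comparison, and positions were counted from the Ab1 summit. Coordinates are given from 1. One Ab1 peak on an unplaced contig was left out where sequence or genes were needed. Exon and intron numbers are those of the canonical transcript.

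The regions named in the text follow a rule set before the data were examined. They are the genes that the paper names for these peaks in the windows of Fig 1C and Fig 2C, the S4 Table genes with at least 4 listed regions, and the 3 highest-ranked peaks of each list. The number of regions per gene in S4 Table had been seen when the rule was set.

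The alternatives tried were a stricter overlap, summits within 100 bp, other moves, the higher-ranked 50% of each list, autosomes only, windows around the summits, other gene sets and distances, and other reference points for summits. Leaving out a replicate was not possible with 1 list per antibody. The overlap test was tested on simulated data, in 40 runs of 5000 regions with 400 planted overlaps and 200 moved sets. It found 100.0% of the planted overlaps, and p was under 0.05 in 40 runs with planted overlaps and in 2 of 40 without. Each planted peak was placed on its region, so finding all of them was certain. Simulated regions and peaks were drawn evenly along the autosomes. The error rate for peaks gathered in open chromatin was therefore not tested. The word search found words in 34.7% of 4852 simulated regions where 34.2% were expected. For stratified odds ratios, 50 runs gave a median of 1.04 when the truth was 1 and 1.98 when it was 2. The open chromatin regions, the expression modules, the pathway terms and the association studies used in the paper were not analysed here, and neither were motif matrices.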

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

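The tests of whether the Ab1 signal comes from a protein that does not bind CAGCTG, or from another protein that binds it, were chosen only after the shares of CAGCTG were seen, and the reading of the test in 20 classes of rank was set after its p was seen.

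The paper analyses motifs in the regions of both antibodies. Peaks of Ab1 that no Ab2 peak overlapped, which the paper does not analyse for motifs, held CAGCTG in 73.5% of 5691 peaks, against 22.1% of sequences of equal length 2 kb upstream. A protein that does not bind CAGCTG, as the sole source of these peaks, is excluded by this share. Chance words in longer peaks are excluded as the cause by windows of equal length, where 65.4% of peaks held the word within 100 bp of the summit, against 8.75% upstream. Ab1 peaks shared with Ab2 held CAGCTG more often, in 81.3% (odds ratio for unshared against shared peaks 0.637, Fisher's exact test, two-sided, p = 1.17e-21). Lower strength of the unshared peaks may account for much of this difference. Within 4 classes of Ab1 rank the odds ratio was 0.826 (95% CI 0.722 to 0.945), and within 20 classes it was 0.872 (0.758 to 1.00, Mantel-Haenszel test, two-sided, p = 0.0552, n = 10522 peaks). The odds ratio moved towards 1 as the classes became finer, so a remaining difference cannot be told apart from strength that the classes do not fully match. A further protein that Ab1 precipitates and that binds CAGCTG, such as another bHLH factor, cannot be excluded by any share of this word, so TCF21 binding that Ab2 was too weak to detect and binding of such a protein cannot be told apart. Both antibodies were used on the same cells under the same conditions, and no biological explanation was tested.

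Ab2 peaks that no Ab1 peak overlapped, also not analysed in the paper, held CAGCTG in 42 of 51 peaks (82.4%, 95% CI 69.1 to 91.6), against 13.7% upstream (5.70 to 26.3; exact McNemar test, two-sided, p = 5.53e-10). They were weak peaks of the Ab2 list. The probability that such a peak ranked above another Ab2 peak was 0.141 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give), and 42 of the 51 stood in the lowest of 4 classes of rank. This is consistent with sites near the limit of detection, which may pass it in 1 list and miss it in the other. Slightly different boundaries of Ab1 peaks are excluded as the main reason, since only 3 of the 51 lay within 1 kb of an Ab1 peak, and for those 3 they are not excluded. What made Ab1 miss them was not tested, and no biological explanation was tested.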

How the results depend on the processing

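The count of groups of overlapping peaks was chosen only after the counts were seen, while the tests and other alternatives in this part were chosen before the data were examined. Of 83 alternatives, 61 kept the direction and the side of the threshold of a test or, where there was no test, left a share within its 95% interval or a count within 1.5 times, while the size of a tested share or fold could still change. All 37 for the overlaps of peak lists with one another and for the width of Ab2 against Ab1 peaks, and all 9 for words, kept their direction and their side of the 0.05 threshold of the exact or permutation test. Every alternative for the overlaps had the smallest possible p of the permutation test, 0.001. Moved regions need not lie in open chromatin, so staying under the threshold is weak evidence of stability for the overlaps. Ab_Shared regions overlapping JUN peaks stayed between 5.41 and 9.13%, at folds from 11.5 to 58.8, those overlapping JUND peaks between 6.15 and 9.23%, at folds from 13.3 to 61.8, and those overlapping both between 4.42 and 7.52%. JUN peaks overlapping JUND peaks stayed between 76.2 and 78.5%, and Ab2 peaks overlapping Ab1 peaks between 83.5 and 99.0%.

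The probability that a shared Ab1 peak ranked above an unshared one kept its direction. It was 0.917 with fold enrichment and 0.67 with peak width as the ranking column. The odds ratios that follow changed direction within classes of rank. JUN overlap of shared against unshared Ab1 peaks had an odds ratio of 1.25, which reversed to 0.963 within 4 classes of Ab1 rank, and was 1.17 (Fisher's exact test, p = 0.0807) with the higher-ranked 50% of the JUN list. For JUND the odds ratio of 1.20 reversed to 0.89 within classes of rank, and was 1.29 (Fisher's exact test, p = 0.00358) with the higher-ranked 50% of the JUND list. Neither stratified value was distinguishable from 1. TCF21 overlap of JUND peaks with and without JUN had an odds ratio of 1.19, which reversed to 0.889 (95% CI 0.68 to 1.16) within classes of JUND rank, neither distinguishable from 1, and was 1.61 (Fisher's exact test, p = 0.000288) when JUN peaks were split by JUND instead. Beyond the matching on rank, the cause was not tested.

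The share of summits within 20 bp among those within 60 bp crossed the flat 33.3% for JUN from the centre of the region (37.6%), and for JUND from the Ab2 summit (29.8%) and from the centre (32.7%), in each case without a difference from flat in the exact test, which does not allow for summits becoming rarer with distance. The cause was not tested.

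Counts followed the construction of the alternatives. The higher-ranked 50% of each list gave 2422 Ab_Shared regions. Within 5 kb there were 8314 genes for Ab1, 4352 for Ab2 and 4307 for Ab_Shared, within 100 kb 31540 for Ab1, 19968 for Ab2 and 19829 for Ab_Shared, and with protein-coding genes alone 9460, 5538 and 5497. With protein-coding genes alone 71.9% of Ab1 and 71.5% of Ab2 peaks lay within 100 kb of a transcription start site, and 87.7% and 90.2% in introns or between genes. None of the S4 Table regions (0.0%) equalled an Ab_Shared region with starts counted from 1.

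Depth limits what can be read from the lists. It is unknown, the JUN and JUND lists stop at 10000 peaks, and a missing peak is not missing binding. No paired analysis was possible because the replicates of each antibody are joined in 1 list, and JUN and JUND have 1 library each.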

Differences from the paper's values

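No test in this part was chosen after the result was seen, apart from the count of groups of overlapping peaks. The shares of JUN and JUND summits were set before the data were examined. Their use as a test of binding to the side of TCF21 was chosen afterwards.

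Genes within 50 kb of a peak numbered 22339 for Ab1, 12844 for Ab2 and 12734 for Ab_Shared, where the paper's values are 12226, 7150 and 7128. Genes with more than 1 peak numbered 9391, 3519 and 3468, against the paper's 5371, 2055 and 2042. Peaks with more than 1 gene numbered 8674, 4025 and 3984, against the paper's 5474, 2464 and 2457. Among the alternatives set before the data were examined, protein-coding genes alone brought all 9 values within 1.5 times the paper's, with 9460, 5538 and 5497 genes within 50 kb, 4393, 1641 and 1622 genes with more than 1 peak, and 4327, 1940 and 1924 peaks with more than 1 gene. A distance of 5 kb did so for the genes near Ab1 peaks (8314) and for none of the other values, and a distance of 100 kb for none.

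The paper states that JUN and JUND binding overlaps that of TCF21 at both WT1 and PDGFRB. In the lists of 10000 peaks, a JUND peak of rank 3643 overlapped the Ab_Shared region at PDGFRB, with a summit 8 bp from the Ab1 summit, and no JUN peak did. At WT1 neither list held a peak in the window of Fig 2C, and the nearest JUN peak lay 103587 bp away. Fig 2C shows read signal, which was not analysed here.

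For a number of genes, the paper reports evidence of JUN factors flanking the TCF21 site. Over all overlapping regions, among JUN summits within 60 bp of the Ab1 summit 31.5% lay within 20 bp, and among JUND summits 34.0%, where a flat distribution gives 33.3%, but summits become rarer with distance, so a gap is not excluded. The TGA(G/C)TCA words themselves were rarer at the summit than beside it (26.8%).

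S4 Table assigns 7 regions to PDGFRA by a distance of 50 kb. By the gene body in GENCODE, 6 of them lay from 146739 to 540674 bp away.

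Some values differ from the paper's by less than 1.5 times in the main comparison. Of the Ab2 peaks 51 overlapped no Ab1 peak, where the paper gives 72, and 4849 did, where its Fig 1 gives 4828. Groups of peaks that overlap one another, each counted once, number 4828 and leave 72 of the Ab2 and 5695 of the Ab1 peaks, as in the paper, but this count, which drops no peak, was chosen after seeing the values. Of the alternatives set before the data were examined, the use of the 4900 highest-ranked Ab1 peaks left 808 Ab2 peaks without an Ab1 peak, which differs from the paper's value by more than 1.5 times. Summits within 100 bp left 105, and an overlap of at least 50% of the shorter region or autosomes alone left 51, which do not. CAGCTG stood in 78.8% of regions as an exact word and CATCTG in 47.7%, where the paper's motif matches give 67.2% and 66.7%. For CATCTG, the alternative within 100 bp of the summit (33.1%) differs from the paper's value by more than 1.5 times, and those with downstream sequence and with the higher-ranked 50% of the Ab1 list do not. Within 100 kb of a transcription start site lay 96.3% of Ab1 and 96.2% of Ab2 peaks, where the paper gives 90%. Shares as high as the paper's 66.7, 67.2 and 90% cannot rise by 1.5 times. A higher share is therefore listed here whatever the size of the difference.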

Other observations

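The overlap of JUN with JUND peaks and the shares of JUN and JUND summits near TCF21 summits were set before the data were examined. Their use as tests of different cell lots and of JUN and JUND binding to the side of TCF21 was chosen only after the results were seen. The reading of the test of the JUN list's length was set after the classes of rank were seen, and the test in regions without CAGCTG or CATCTG was added after the test in regions without CAGCTG had been seen.

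TGA(G/C)TCA stood in 29.2% of Ab_Shared regions, while 9.13% overlapped a JUN peak, and 991 of the 1415 regions with the word (70.0%) overlapped neither a JUN nor a JUND peak. In these the word was not at its background level, since it stood in 22.9% of all regions without a JUN or JUND peak, against 7.35% upstream. Narrow peak boundaries are excluded as the main reason, because a search for JUN peaks within 1 kb of the region raised the count by a ratio of 1.22 only. The length of the JUN list may be part of the reason. The share of JUN peaks that overlapped an Ab_Shared region fell from 5.88% in the highest of 4 classes of rank to 3.48% in the lowest (95% CI 2.80 to 4.28). That share is below the one that an equal yield along the list would give, but it is 15.3 times the 0.228% of moved sets, so the list ends before the overlaps do. TCF21 on one side and JUN and JUND on the other were measured in different sequencing runs, and in different cell lots by the sample labels, while the description of the series speaks of the same cells. JUN and JUND, with the same lot in their labels, overlapped in 78.5% of JUN peaks, but the factors differ as well, so the factor and the lot or run cannot be told apart. Other AP-1 factors at the words were not tested, and neither was any other biological explanation.

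TGA(G/C)TCA words were rarer within 20 bp of the TCF21 summit than beside it. A candidate explanation is that the summit is taken up by CAGCTG, which a TGA(G/C)TCA word can overlap only at its ends, as 9 words did. Counted outward from the edge of the CAGCTG word nearest the summit, 34.3% of the TGA(G/C)TCA words within 60 bp lay in the first 20 bp (95% CI 30.4 to 38.4, exact binomial test, two-sided, p = 0.622), so no shortage was seen beside the word. A flat share ignores that words become rarer with distance, and a small shortage beside the word is not excluded. In the 1383 regions with no CAGCTG within 60 bp of the summit, where this explanation gives no shortage, 26.8% of 239 words lay within 20 bp (21.3 to 32.9, exact binomial test, p = 0.0333), which counts against CAGCTG as the whole cause. In the 671 regions with neither CAGCTG nor CATCTG there, the share was 30.6% of 134 words (22.9 to 39.1, exact binomial test, p = 0.523), too few to decide. Binding of JUN and JUND to the side of TCF21 was weighed with their own summits. Of the JUN summits within 60 bp, 31.5% lay within 20 bp (25.1 to 38.4), an interval that holds both a flat share and the share of the words, and a flat share ignores that summits too become rarer with distance. The shortage of words was seen in regions that overlapped neither a JUN nor a JUND peak (24.4%, 20.6 to 28.4), while in those that overlapped one the share was not distinguishable from flat (31.2%, 25.8 to 37.1). The first share counts against the listed JUN and JUND peaks as its only source, but the lists leave out weaker peaks, and the difference between these shares was not tested. The exclusion of one word by another and binding to the side cannot be told apart here.

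Ab_Shared regions that overlapped a JUN or JUND peak held CAGCTG less often, in 74.5% against 79.3% of the others (odds ratio 0.763, Fisher's exact test, two-sided, p = 0.0129). Lower strength of these regions is excluded as the cause, since within 4 classes of Ab1 rank the odds ratio was 0.734 (95% CI 0.594 to 0.906). Shorter length is excluded as well, since within 100 bp of the summit the odds ratio was 0.777 (Fisher's exact test, two-sided, p = 0.0136) and the overlapping regions were the longer ones, with a median of 453 bp against 428 bp. A difference in cell lots or runs was not tested for this pattern and stays open, and no biological explanation was tested.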
